# Trbp inhibits cardiac fibrosis through TGF-β pathway-mediated cross-talk between cardiomyocytes and fibroblasts

**DOI:** 10.1042/CS20242397

**Published:** 2025-03-11

**Authors:** Bo Pan, Di Hu, Yao Wei Lu, Jing Luo, Xiao Hui Xu, Haipeng Guo, Rui Deng, Zhuomin Liang, Yi Wang, Qing Ma, John D. Mably, Jie Tian, Da-Zhi Wang

**Keywords:** cardiac fibrosis, cross-talk, heart failure, TGF-β, Trbp

## Abstract

Cardiac remodeling in response to disease or tissue damage severely impairs heart function. Therefore, the description of the molecular mechanisms responsible is essential for the development of effective therapies. Trbp (Tarbp2) is a multifunctional RNA-binding protein that is essential during heart development, but its role in the adult heart and cardiac remodeling remains unknown. We generated inducible conditional knockout mice to delete Trbp from cardiomyocytes in young adults (Trbp-cKOs). While Trbp-cKO mice did not display a detectable phenotype, under stress conditions induced by transverse aortic constriction pressure overload, they rapidly developed severe heart failure; this was associated with maladaptive cardiac remodeling and increased interstitial fibrosis. RNA-sequencing revealed the induction of a fibrotic gene expression network and the TGF-β signaling pathway in Trbp-cKO hearts. In cultured neonatal rat ventricle cardiomyocytes (NRCMs), inhibition of Trbp resulted in an induction of the expression of both *Tgfβ2* and *Ltbp2*; in contrast, Trbp overexpression repressed *Tgfβ2* expression. Knockdown of Trbp in NRCMs that were co-cultured with neonatal rat cardiac fibroblasts (NRCFs) resulted in an increase in fibrotic gene expression. However, knockdown of Trbp in NRCMs combined with knockdown of *Tgfβ2* in NRCFs using the same co-culture system failed to induce the same change in fibrotic gene expression. These data provide evidence for a critical role for Trbp in regulating cardiac fibrosis during cardiac remodeling mediated by cross-talk between cardiomyocytes and fibroblasts. The link to TGF-β signaling also highlights its importance and reveals a novel approach to intervention by targeting of Trbp.

## Introduction

The morphogenesis of the heart is associated with significant changes in gene expression patterns. During the transition from fetal to adult, cardiomyocytes demonstrate a switch in sarcomeric gene isoform expression, as well as changes in metabolic signaling pathways and ion transport systems [1,2]. Trbp, also known as Tarbp2, was initially identified as an RNA-binding protein (RBP) involved in HIV pathogenesis [3] but has also been linked to cell growth processes and cancer [4]. Additional studies have shown it to be a crucial regulator of many cellular functions; in addition to its role in HIV replication, it is involved in the regulation of the IFN and stress response pathways, sequestration of the protein PACT, and is an essential component of the RNA interference (RNAi) machinery [5–7].

We previously generated and described a Trbp cardiac conditional knockout mouse model using cTNT-cre to investigate its role during heart development [8]. Our previous studies demonstrated that in embryonic and postnatal hearts, loss of Trbp severely impaired cardiac contraction through alteration of the balance between slow- (e.g., decreased Myl3, Myh7b) and fast-twitch (e.g., increased Myl9, Tnni2) muscle fiber gene isoforms [8]. However, whether Trbp plays a similar role in the regulation of the sarcomeric protein isoforms in the mature heart remains unknown; furthermore, the mature heart may not display a substantial functional change since it may be less susceptible to the effects of such isoform expression changes than the developing heart.

The TGF-β superfamily is a well-characterized signaling pathway that has been implicated in the regulation of fibrosis [9,10]. Most cells express receptor complexes that transduce TGF-β signaling; signal specificity is achieved by spatial control, through the localized secretion of ligands. The ligand is secreted alongside the latency-associated peptide (LAP) and latent TGF-β-binding protein 1–4 (LTBP1–4) complexes; these serve to sequester the ligand in the extracellular matrix until it is able to escape the LAP and LTBP complex [11,12]. Only then the ligand is able to bind TGF-β receptors on target cells. The expression of these ligands is sufficient to induce proliferation in some specific cell types such as fibroblasts and smooth muscle cells.

The objective of the present study was to determine the role of Trbp in mature hearts. We first deleted Trbp in cardiomyocytes in young adult mice and did not observe a detectable phenotype; however, we did observe an increase in the TGF-β ligand genes *Tgfβ2* and *Ltbp2*. Transverse aortic constriction (TAC) surgery was subsequently performed on these animals to induce cardiac hypertrophy and determine the role of Trbp under stress conditions. We found that stressing the hearts from Trbp cardiomyocyte-specific inducible knockout (Trbp-cKO) animals induced changes in the expression of fibrotic network genes (e.g., *Col1a1*, *Col3a1*, *Col5a2*, and *Postn*) alongside continued increases in *Tgfβ2* and *Ltbp2*. Using a co-culture system, we showed that Trbp plays a critical role in regulating cardiac fibrosis by mediating the cross-talk between cardiomyocytes and fibroblasts through the TGF-β signaling pathway. Our data indicate that in adults, Trbp plays an important role in the inhibition of cardiac fibrosis through the regulation of the TGF-β pathway-mediated cross-talk between cardiomyocytes and fibroblast cells.

## Materials and methods

### Laboratory animal use

All animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committees of Boston Children’s Hospital and the University of South Florida. All procedures conform to the guidelines in the NIH Guide for the Care and Use of Laboratory Animals. The rodents were killed by carbon dioxide inhalation in accordance with AVMA guidelines. Flow rates of 4 and 10 l/min of CO_2_ were used for mice and rats, respectively, due to the difference in cage sizes. Following the procedure, animals were observed for a minimum of 10 min to ensure cessation of cardiovascular and respiratory movements. For killing rodent neonates aged P8–P10, CO_2_ inhalation followed by cervical dislocation as a secondary method was used. Similarly, for rodents older than P10 and under 200 g, CO_2_ inhalation was used followed by cervical dislocation or decapitation as a secondary method. Since rodent neonates (up until approximately 10 days) are resistant to killing by CO_2_, the killing of day 1 rat pups for the preparation of neonatal rat ventricle myocytes (NRVMs) and neonatal rat cardiac fibroblasts (NRCFs) was performed by cervical dislocation. In all cases, death was verified prior to carcass disposal.

### Mouse line generation

Trbp-flox/flox (Trbp-fl/fl) mice were generated as previously described [8]. The alpha-MHC-MerCreMer (αMHC-MCM) transgenic mice were purchased from the Jackson Lab and bred with Trbp-fl/fl mice to obtain Trbp-fl/fl-MCM mice. Tamoxifen (TAM) (30 mg/kg) was injected once daily for five days by intraperitoneal injection into four-week-old male Trbp-fl/fl-MCM mice to obtain Trbp-cKO mice. Corn oil was injected as vehicle control into four-week-old male Trbp-fl/fl-MCM mice. Trbp-fl/fl male mice were also injected with TAM (30 mg/kg for five consecutive days) to control for the potential side effects of TAM.

### TAC

Mice were anesthetized with isoflurane delivered using a scavenger-equipped calibrated vaporizer. Induction was performed in an induction chamber with an initial vaporizer setting of 3–5%. Animals were removed from the chamber after induction and placed on a rodent-specific nose cone apparatus with maintenance anesthesia provided using an isoflurane vaporizer setting of 1–2%. The chest was shaved and cleaned with alcohol. A suture was placed around the front upper incisors and pulled taut, so that the neck was slightly extended. The tongue was retracted and held with forceps, and a 20-gauge catheter was inserted into the trachea. The catheter was then attached to the mouse ventilator via a Y-shaped connector. Ventilation was performed with a tidal volume of 220–240 μl for a 25–30-g mouse and a respiratory rate of 130–140 breaths per minute. 100% oxygen was provided to the inflow of the ventilator. The chest was opened through a left second intercostal thoracotomy. The 26-gauge needle without its sharp tip was placed on the ascending aorta. The needle and the ascending aorta were tightly ligated together using a 7–0 nylon suture (Ethicon) at the position between the brachiocephalic artery and the common carotid artery, and the 26-gauge needle was removed immediately after ligation. In the sham operation, no ligation was performed. Isoflurane was stopped, and the lungs were slightly overinflated to assist in the removal of air in the pleural cavity. Dissected intercostal space and chest skin were closed using a 6–0 silk suture (Ethicon). All manipulations were performed by an operator without the knowledge of the genotype.

### Echocardiography

Two-dimensional (2-D) and M-mode imaging was performed using a VisualSonics Vevo 2100 Imaging System with a 40-MHz MicroScan transducer (model MS-550D) as previously described [4,8]. Mice were anesthetized with isoflurane (2.5% isoflurane for induction and 0.1% for maintenance). Heart rate and left ventricular (LV) dimensions were measured from 2-D short-axis under M-mode tracings at the level of the papillary muscle. Functional parameters such as percentage of ejection fraction (EF%), fractional shortening (FS%), and LV mass were calculated using the above primary measurements and accompanying software.

### Histology

Mouse hearts were dissected out, rinsed with PBS, and arrested in diastole with KCl and BDM buffer, then fixed in 4% paraformaldehyde (pH 7.4) overnight. After dehydration through a series of ethanol baths, samples were embedded in paraffin wax according to standard laboratory procedures. Sections of 5 μm were stained with hematoxylin and eosin (H&E), or further fixed with prewarmed Bouins’ solution, 55°C for 1 h, and stained with Fast Green as previously described [4,13]. The stained sections were used for routine histological examination with light microscope and quantified with ImageJ software.

### RNA-sequencing and data analysis

RNA from mouse hearts approximately eight weeks after either sham or TAC surgery was prepared for gene expression profiling (four biological replicates for each group). Total cardiac RNAs were isolated from fresh ventricular tissue using TRIzol (ThermoFisher Scientific) and were twice oligo(dT)-selected using the Dynabead mRNA purification system (Invitrogen). The RNA samples were quantified and assessed for quality prior to being sent to GENEWIZ for RNA-sequencing (RNA-seq). The RNA-seq was processed by GENEWIZ using Illumina platform (paired-ended, 150 bp read-length). FASTQ files were extracted, and the TruSeq sequencing adapters and low-quality reads were removed from FASTQ files with Cutadapt (v.2.3). The cleaned FASTQ files were quality checked using FastQC (Babraham Bioinformatics) and then aligned to the genome (GRCm38 obtained from GENCODE) using HISAT2 (v.2.1.0). Subsequently, transcript assembly was performed using StringTie (v.1.3.4) with the annotated transcriptome as a reference. The assembled transcriptomes were quantified using prepDE.py script provided by the StringTie developer to generate gene matrix files. EdgeR (v.3.26.1) was used to compute counts per million as a normalized measurement for gene expression. Differentially expressed genes were tested using the Fisher’s exact test, and multiplicity correction is performed with the Benjamini–Hochberg method on the *P* values, to control the false discovery rate (FDR). Filtering conditions: genes differentially expressed in each group were filtered by |logFC| ≥= 0.8, FDR ≤= 0.05.

### Total RNA extraction and quantitative RT-PCR

Total RNAs were isolated using TRIzol reagent (ThermoFisher Scientific) from cells and tissue samples. For quantitative RT-PCR detecting the expression of genes, 1 μg of RNA samples was reverse-transcribed to cDNA using random primers and MMLV reverse transcriptase (Invitrogen) in a 20-μl reaction system. The obtained cDNA samples were 10× diluted in nuclease-free water. For each reaction, 1 μl of diluted cDNA was used with SYBR Green and normalized to Gapdh. Sequences of PCR primers used in this study are listed in Supplementary Table 3.

### Western blot

Western blot was carried out as previously described. Briefly, protein lysate samples were prepared from heart tissues in RIPA buffer with proteinase inhibitors. Lysate samples (15–20 μg of total protein for each) were separated by 12% SDS-PAGE and electrophoretically transferred to PVDF membranes. Trbp protein was detected with Rabbit anti-Trbp antibody (AbCam, #42018). Collagen type I protein was probed with Rabbit anti-Collagen I (Proteintech, #14695–1-AP), and collagen type III protein was detected with Rabbit anti-Collagen III (Proteintech, #22734–1-AP). β-tubulin (mouse anti- β-Tubulin, Sigma, #T8328) and GAPDH (mouse anti-GAPDH, Origene, #TA802519) were used as loading controls for different protein analysis. Protein bands were visualized with ImageQuant LAS4000 image system.

### Isolation, culture, and treatment of NRVMs and NRCFs

NRVMs and NRCFs were isolated from day 1 rat pups using enzymatic digestion. All cells were cultured in DMEM supplemented with 10% FBS (Hyclone, New Zealand), maintained at 37°C in a humidified atmosphere containing 5% CO2. The Transwell Permeable Supports (Labselect, Beijing, China) with a 0.4-μm polycarbonate membrane were used in the co-culture model system to separate NRVMs and NRCFs into different compartments. 1.5 × 10^6^ NRVM cells in 1.5 ml of DMEM were seeded into the top chamber of a transwell insert. Four hours prior to co-culture, 2 × 10^5^ NRCF cells in 2.6 ml of DMEM were grown in six-well plate. Then, the transwell insert with transfected NRCMs was placed directly on top of the six-well plate containing the NRCFs. After incubation for the indicated time, NRCF cells in the lower layers were harvested for further analysis.

### RNAi assays

Synthetic siRNA oligonucleotides specific for Trbp: 5′-CGCAAAGAGUUCACCAUGACUTT-3′ and *Tgfβ2*: 5′-GGCUGAACAACGGAUUGAATT-3′ were synthesized by Shenggong (Shanghai, China) and Gene-Pharma (Shanghai, China), respectively. Stealth RNAi-negative control duplexes were used as negative controls (NCs). NRVMs were transiently transfected with Trbp and/or *Tgfβ2* siRNA or NC using RNAimax transfection reagent (Invitrogen, Carlsbad, CA, U.S.A.) according to the manufacturer’s instructions.

### Overexpression of Trbp

GV314Ad-Tarbp2 and GV314AD-GFP adenoviral vectors were purchased from Gene-Pharma Technology Co. Ltd. (Shanghai, China). NRVMs were plated onto slides in 24-well plates and allowed to reach 50–70% confluence at the time of transfection. The GV314Ad-GFP adenovirus was used as a control (NC). Adenoviral infection was performed according to the manufacturer’s instructions. NRVMs were incubated in growth medium with the adenoviruses at a multiplicity of infection of 40 for 2 h at 37°C and were then grown in new medium for another 36 h at 37°C.

### Statistics

Morphological and histological analyses were repeated at least three times. Four biological replicates were used for RNA-seq experiments. All other experiments have been repeated at least three times. Values are expressed as the mean ± SD. Statistical differences between groups were examined by unpaired Student’s *t*-test. The data were analyzed using GraphPad Prism5 software.

### Resource availability

The RNA-seq data are publicly available from the NIH NLM/NCBI GEO DataSets website (https://www.ncbi.nlm.nih.gov/gds) with the GEO accession number: GSE287292 [14]. Materials used in this study, including mouse lines, are available from the lead contacts upon reasonable request. Further information and requests for resources and reagents should be directed to Dr. Da-Zhi Wang () or Dr. Jie Tian ().

## Results

### Cardiomyocyte-specific Trbp deletion results in decreased cardiac function in young adult mice

To examine the functional role of Trbp in adult hearts, we generated a conditional Trbp-mutant mouse by breeding Trbp-flox (Trbp-fl/fl) mice with alpha-MHC-MerCreMer (αMHC-MerCreMer) mice. We started the induction by injecting TAM into four-week-old male Trbp-fl/fl, αMHC-MerCreMer mice (hereafter called Trbp-cKO mice); corn oil injected mice were used as controls (Figure 1A). We confirmed an 82.3% reduction in Trbp mRNA level in whole hearts one week after TAM injection (Supplementary Figure 1A) when compared with controls. The level of reduction is consistent with the reported recombination efficiency for this αMHC-MerCreMer strain [15,16]. Trbp protein showed a 63.5% reduction in the hearts of Trbp-cKO mice when compared with controls, consistent with the decreased transcript levels (Supplementary Figure 1B). No reduction in Trbp expression was observed in tissue from liver or skeletal muscle of Trbp-cKO mice, demonstrating the specificity of cardiac-specific Trbp deletion (Supplementary Figure 1C). General morphology and heart function of Trbp-fl/fl and Trbp-fl/fl-MCM mice were evaluated three weeks after TAM or corn oil injection. Since it has been reported that a high dose of TAM can cause transient cardiomyopathyy [17,18], we followed up heart function in mice receiving TAM injections by echocardiography. No significant changes were found in either Trbp-fl/fl and or Trbp-fl/fl-MCM male mice three weeks after TAM injection (Supplementary Table 1), indicating that TAM usage (30 mg/kg) was not inducing cardiac hypertrophy.

**Figure 1:**
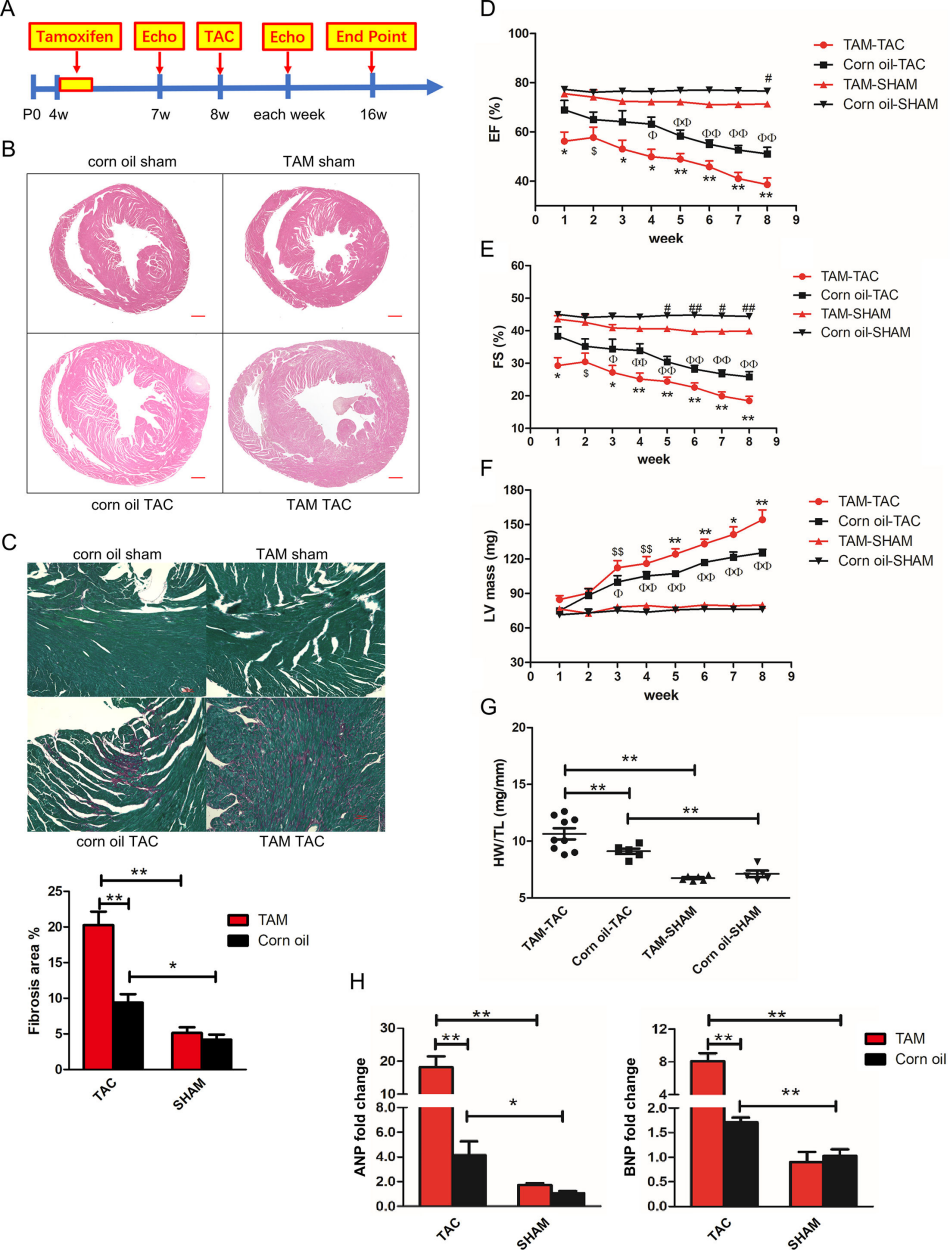
Influence of cardiomyocyte-specific deletion of Trbp on cardiac morphology and function in young adult mice. **(A)** Schematic representation of the timeline for analysis of Trbp deletion in young adult mice. TAC surgery was performed four weeks following TAM treatment. Echocardiography was performed prior to surgery, as well as at several stages after. (**B)** Representative images of cardiac sections stained with H&E from 16-week-old mouse hearts (8 weeks after TAC surgery). Scale bar = 500 µm. (**C**) Representative images of cardiac sections stained with Fast Green to highlight fibrotic regions from 16-week-old mouse hearts (8 weeks after TAC surgery). Scale bar = 100 µm. Quantification of fibrosis was measured as a percentage of total myocardial area in Trbp-cKO compared with control hearts at TAC surgical end point (TAM TAC, *n* = 4; corn-oil TAC, *n* = 4; TAM SHAM, *n* = 5; corn-oil SHAM, *n* = 4). *P < 0.05; **P < 0.01. (**D–F)** Assessment of ventricular function by echocardiography in Trbp-cKO mice compared with controls at indicated time points after TAC surgery (TAM TAC, 1–4w *n* = 10, 5–7w *n* = 9, 8 w *n* = 5; corn-oil TAC, 1–2w *n* = 7, 3–7w *n* = 6, 8 w *n* = 4; TAM SHAM, *n* = 6; corn-oil SHAM, *n* = 5). *TAM TAC vs. corn-oil TAC or TAM SHAM, *P < 0.05; **P < 0.01; ^$^TAM-TAC vs. TAM-SHAM, ^$^*P* < 0.05, ^$$^*P* < 0.01; ^#^Corn-oil SHAM vs. TAM-SHAM, ^#^*P* < 0.05, ^##^*P* < 0.01; ^Φ^corn-oil TAC vs. corn oil SHAM, ^Φ^P < 0.05, ^ΦΦ^*P* < 0.01. Parameters examined were** (D)** left ventricle ejection fraction (LVEF),** (E)** left ventricle fraction shortening (LVFS), and (**F)** left ventricle mass (LV MASS). (**G)** Heart weight-to-tibia length ratios (HW/TL) in Trbp-cKO and control mice eight weeks after TAC surgery; (**H)** qRT-PCR of ANP and BNP in Trbp-cKO hearts eight weeks after SHAM or TAC (ANP, TAM TAC, *n* = 7; corn-oil TAC, *n* = 6; TAM SHAM, *n* = 5; corn-oil SHAM, *n* = 5; BNP, TAM TAC, *n* = 4; corn-oil TAC, *n* = 3; TAM SHAM, *n* = 5; corn-oil SHAM, *n* = 4). *P < 0.05, **P < 0.01. Values are expressed as mean ± SD. **Figure 1C and 1H** : statistical differences between groups were examined by unpaired Student’s t-test. **Figure 1D, 1E and 1H** : statistical differences between groups were examined by one way ANOVA Newman−Keuls multiple comparison test. cKO, conditional knockout; TAC, transverse aortic constriction; TAM, tamoxifen.

Baseline cardiac function was evaluated by echocardiography in 5- to 12-week-old Trbp-cKO and control mice (1–8 week after TAM injection). Staining with H&E (Figure 1B) and fast green (Figure 1C) demonstrated no obvious morphological changes and no significant cardiac fibrosis in the Trbp-cKO mice, respectively. A minor decrease in cardiac function was seen based on EF% (Figure 1D), FS% (Figure 1E), and LV mass (Figure 1F). However, heart weight-to-tibia length ratio (Figure 1G) was not altered in Trbp cKO mice confirming the absence of adverse cardiac remodeling at baseline after Trbp deletion. The heart function of Trbp-cKO and control mice was evaluated six months after TAM and corn oil injection, and a slight decrease in LVEF and LVFS was found in Trbp-cKO mice, but levels of those markers were still within normal ranges (Supplementary Table 2).

### Loss of Trbp accelerates cardiac maladaptation and remodeling in response to pressure overload

Next, we examined whether the loss of Trbp in adult hearts affects its response to stress. We subjected Trbp-cKO mice to TAC to induce pressure overload. Mice were followed up to eight weeks postsurgery or until they developed severe heart failure with clinical symptoms that required euthanasia (study end point). We measured cardiac function in anesthetized mice by echocardiography according to the schedule described in Figure 1A. We observed an accelerated decline in cardiac function (Figure 1D and E) and a more severe cardiac remodeling (Figure 1B, C and F) in Trbp-cKO mice after TAC compared with littermate controls. Meanwhile, ventricle weight-to-tibia length ratio was also significantly increased in Trbp-cKO mice after TAC (Figure 1G). Markers of heart failure, such as ANP and BNP, were also further increased in Trbp-cKO hearts after TAC (Figure 1H). Together, these results indicate that Trbp is required in adult heart to maintain its function in response to stress condition.

### Alteration of the expression of genes encoding fast- and slow-twitch myofibers in adult Trbp-cKO hearts

In our previous study [8], we found that deletion of Trbp altered fast- and slow-twitch myofiber gene expression during heart development, leading to an increase in levels of fast-twitch and decrease in levels of slow-twitch myofiber gene transcripts. The expression of these genes is precisely regulated during embryonic heart development and postnatal growth during which time the protein isoforms encoded by these genes are incorporated into cardiac sarcomeres; we extended these studies to inquire whether the deletion of Trbp in adult hearts could still affect the expression of these genes and, in turn, sarcomere structure. Similar to what was previously observed during development, we found that the loss of Trbp in cardiomyocytes of adult hearts results in a switch in the myofiber gene program (Figure 2A and B). In hearts without pressure overload, genes encoding fast-twitch muscle contractile proteins, including Tpm2 and Myl9, were significantly up-regulated in Trbp-cKO hearts (Figure 2A), while genes encoding Myl3, Tnnc1, and Myh7b (slow-twitch muscle contractile proteins) were dramatically down-regulated (Figure 2B). These results indicated that Trbp could still regulate sarcomeric isoforms switching in mature hearts, consistent with observations associated with Trbp-cKO during embryonic and postnatal stages.

**Figure 2:**
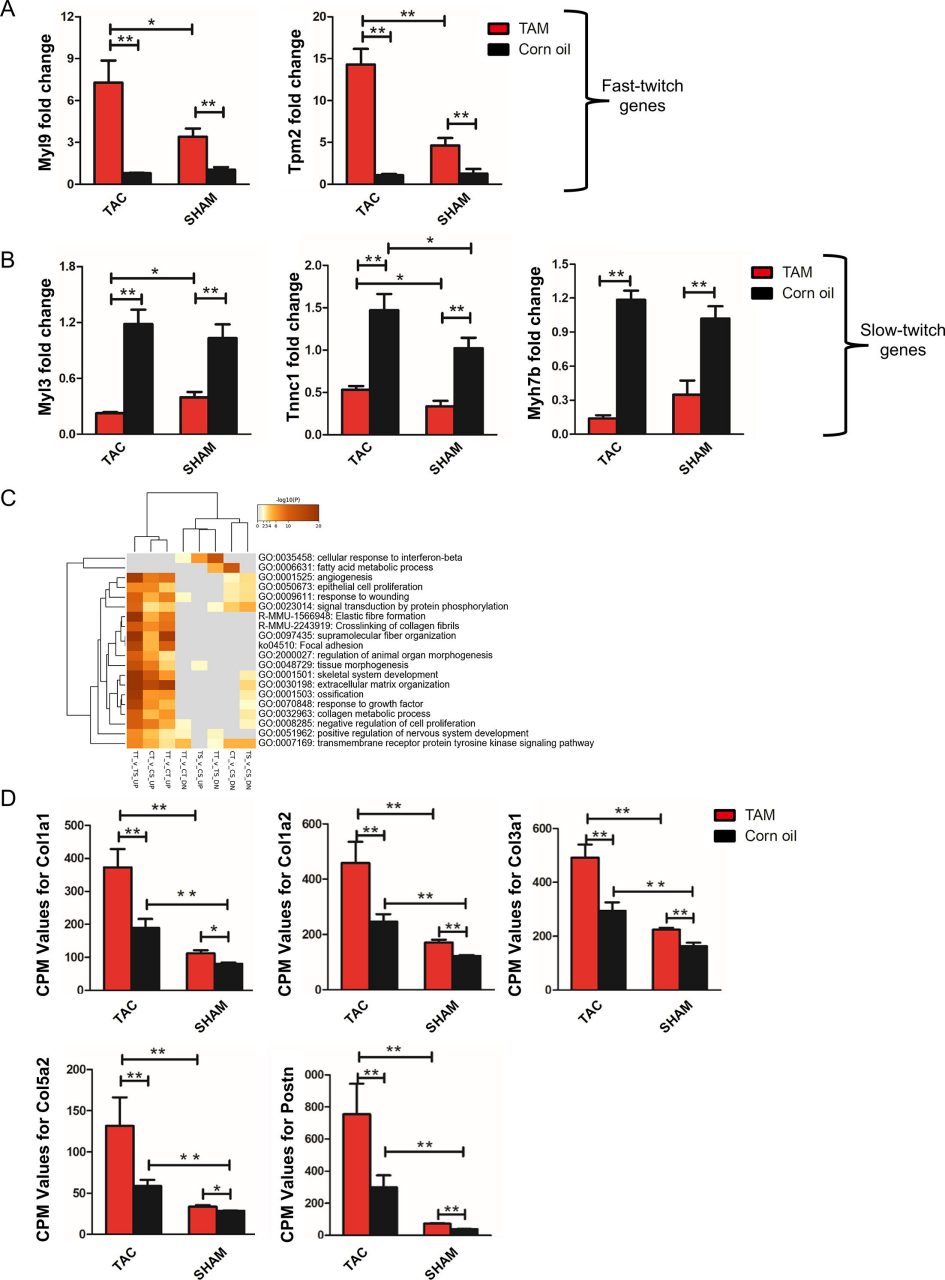
Trbp deficiency disrupts fast- and slow-twitch myofiber gene regulation and activates a fibrotic gene profile in the mature heart. qRT-PCR analysis of (**A)** fast-twitch and (**B)** slow-twitch myofiber gene expression in TrbpcKO hearts with or without TAC (For Myl9, Tpm2, Myl3 and Tnnc1: TAM TAC, *n* = 4; corn-oil TAC, *n* = 4; TAM SHAM, *n* = 5; corn-oil SHAM, *n* = 4. For Myh7b: TAM TAC, *n* = 6; corn-oil TAC, *n* = 6; TAM SHAM, *n* = 5; corn-oil SHAM, *n* = 5). (**C)** Enriched Ontology Clusters Among Groups classification of genes identified from RNA-seq analysis. Statistically enriched GO/KEGG terms were identified and cumulative hypergeometric *P* values, and enrichment factors were calculated and used for filtering. The remaining significant terms were then hierarchically clustered into a tree based on Kappa-statistical similarities among their gene memberships, and 0.3 kappa score was applied as the threshold to cast the tree into term clusters. (**D)** Counts per million values for fibrotic genes identified from RNA-seq data. *n* = 4, *P < 0.05; **P < 0.01. Values are expressed as mean ± SD. Statistical differences between groups were examined by unpaired Student’s *t*-test. cKO, conditional knockout; TAC, transverse aortic constriction; TAM, tamoxifen.

### Increased expression of genes related to fibrotic and TGF-β signaling pathways in Trbp-cKO hearts

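Ventricular RNA from 16 hearts, 4 in each of 4 groups, was sequenced after selection of polyadenylated transcripts. The male mice carried floxed Trbp alleles and a Cre recombinase that acts in cardiomyocytes once tamoxifen is given. Trbp-cKO mice had received tamoxifen at 30 mg/kg on each of 5 days from the age of 4 weeks, and control mice had received corn oil. Differences between Trbp-cKO and control hearts, called effects of the deletion here, thus include any effect of tamoxifen or of activated Cre. The authors aligned the paired reads to the mouse genome build GRCm38, estimated transcript coverage over the annotated genes and deposited a count for each gene and heart, without normalization for depth. The table lists 55573 genes by Ensembl identifier, and 18506 of them had no count in any heart. The counts of a heart summed to between 58788152 and 66195343 in control sham (median 65002846) and between 55552919 and 65150751 in control TAC hearts (median 57001187). In Trbp-cKO hearts the sums ran from 45166994 to 68274222 after sham surgery (median 61670474) and from 47101772 to 64485298 after TAC (median 60559492). Transcripts of the mitochondrial chromosome held 25.5% ± 0.554 (SD, n = 4) of the counts in control sham, 31% ± 8.79 in control TAC, 24.2% ± 1.39 in Trbp-cKO sham and 20.6% ± 3.03 in Trbp-cKO TAC hearts. Library sizes were adjusted by edgeR's TMM method, and expression is given as CPM, counts scaled to a common library size, on the adjusted sizes. The 19955 genes that passed edgeR's filter on low counts were tested in a single quasi-likelihood fit of all 16 hearts with a coefficient for each group. The p-values were adjusted over these genes by the Benjamini-Hochberg method, and a gene was called differentially expressed under the paper's thresholds, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.8.
Tarbp2 (ENSMUSG00000023051), the gene that encodes Trbp, lies on chromosome 15 of GRCm38 from 102518192 to 102523676 and shares 1.67% of its transcript sequence with Gm18584. Its CPM was 30.6, 32.7, 33.3 and 32.4 in the control sham hearts and 25.2, 21.1, 30.6 and 31.1 in the control TAC hearts. In Trbp-cKO hearts it was 9.09, 8.39, 11.4 and 9.21 after sham surgery and 7.14, 8.57, 9.05 and 9.74 after TAC. The mean CPM was 32.2 ± 1.15 (SD, n = 4) in control sham, 27 ± 4.74 in control TAC, 9.53 ± 1.31 in Trbp-cKO sham and 8.62 ± 1.1 in Trbp-cKO TAC hearts. The log2 fold change between Trbp-cKO and control hearts was -1.76 after sham surgery (standard error 0.14, adjusted p = 2.38e-05, edgeR's quasi-likelihood test) and -1.65 after TAC (standard error 0.14, adjusted p = 1.17e-05). In both settings every Trbp-cKO heart was below every control heart (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 hearts against 4 allow). With a score of circadian clock genes added to the fit, an alternative chosen after seeing the data, the adjusted p in sham hearts rose to 0.0733 at a log2 fold change of -1.69. The adjusted p over all alternatives ran from 1.03e-39 to that value. The clock score lay between -1.84 and -0.96 in control sham and between 1.21 and 1.49 in Trbp-cKO sham hearts. It therefore competes with the deletion for the same difference, and the lost threshold does not count against the deletion. TAC itself changed Tarbp2 by less, with log2 fold changes of -0.26 in control hearts (standard error 0.13, adjusted p = 0.22) and -0.14 in Trbp-cKO hearts (standard error 0.13, adjusted p = 0.595). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in all 16 hearts, at 6.5 CPM or more, while Xist lay between 0.5 and 4.56 CPM.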

To understand the molecular mechanisms by which the loss of Trbp affects cardiac remodeling and function in young adult mice, we performed next-generation RNA-seq using tissue from hearts of Trbp-cKO mice and their littermates at eight-week post-TAC surgery (or sham). 

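Distances between the 16 transcriptomes were computed as leading log2 fold changes, the root mean square of the 500 largest differences in log2 CPM between a pair of hearts. The grouping by genotype and surgery accounted for 35.6% of the squared distance (permutation test with 100000 permutations, p = 1e-05, the smallest p they can give). The nearest neighbor of each of the 16 hearts belonged to its own group. Control TAC replicates 3 and 4 nevertheless lay nearer to every control sham heart than to control TAC replicates 1 and 2. Replicate 4 lay 2.720 to 2.805 from control sham hearts, against 3.021 and 3.199 from control TAC replicates 1 and 2. Replicate 3 lay 2.806 to 3.025 from control sham hearts, against 3.124 and 3.328. The first dimension of the scaling held 22.3% of the variation and the second held 11.4%. Mean distances were 2.56 within control sham hearts and 2.75 within Trbp-cKO sham hearts, against 2.86 between these groups. They were 2.98 within control TAC hearts and 2.89 within Trbp-cKO TAC hearts, against 3.15 between them. The largest mean distance between groups, 3.48, separated control sham from Trbp-cKO TAC hearts. Each pair of groups was also compared with the 35 ways of splitting its hearts into 4 and 4. In 5 of the 6 pairs the real split gave the largest share (exact permutation test, p = 0.0286, Benjamini-Hochberg adjusted p = 0.0343 over the 6 pairs). Control TAC and Trbp-cKO TAC hearts, whose grouping held 20.9% of their squared distance, were the exception, with 1 other split as large (exact permutation test, p = 0.0571, adjusted p = 0.0571). The choice of genes moved the overall share most, to 42.1% on 500 genes common to all pairs, where 15 of the 16 hearts lay nearest to their own group.

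**Figure D1:**
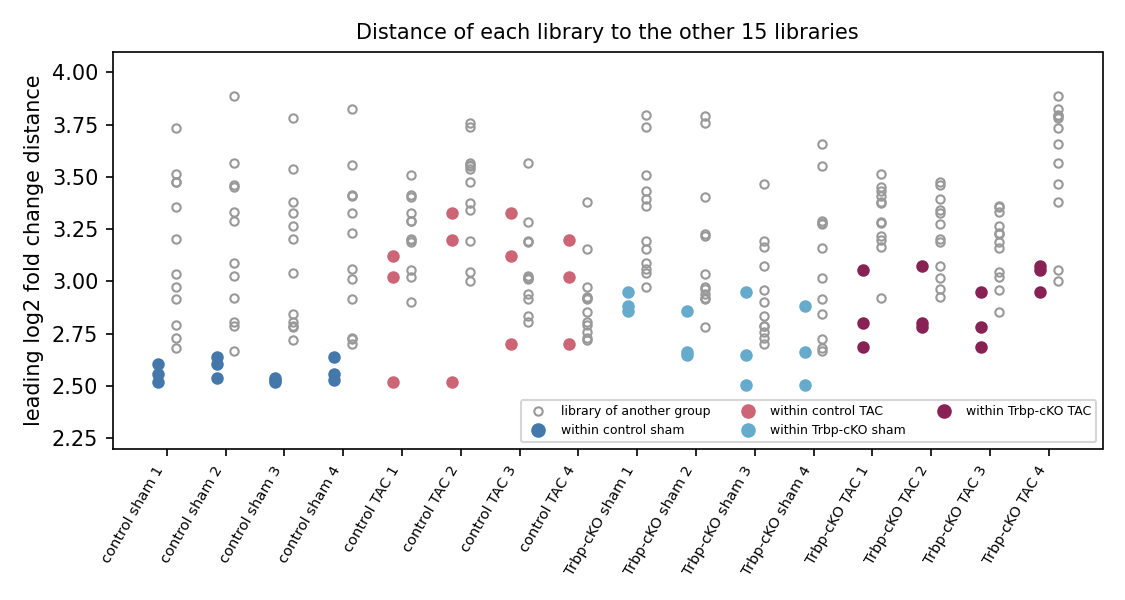
Distance as leading log2 fold change (y axis) from each heart (x axis) to the other 15 hearts, with filled points for hearts of the same group and rings for hearts of other groups. Distances within control sham hearts lie between 2.52 and 2.64, and those between control sham and Trbp-cKO TAC hearts lie between 3.2 and 3.89.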

Multidimensional scaling plot shows that the transcriptome of the four groups is well segregated (Supplementary Figure 2A). 

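Genes were called in 4 pairwise comparisons and in the interaction of deletion and TAC, which asks whether the loss of Trbp changed a gene differently after TAC than after sham surgery. In control hearts, TAC raised 498 genes and lowered 250. Trbp-cKO sham hearts had 102 genes higher and 91 lower than control sham hearts. Trbp-cKO TAC hearts had 309 genes higher and 182 lower than control TAC hearts, and 645 higher and 467 lower than Trbp-cKO sham hearts. Higher calls were therefore 66.6%, 52.8%, 62.9% and 58% of the calls in these comparisons. This balance depends on the scaling: by library size alone, which shifted the median of all genes by 0.10 in Trbp-cKO sham against control sham and by 0.14 in Trbp-cKO TAC against control TAC hearts, the calls were 205 higher and 76 lower, and 579 higher and 126 lower. Summed over the 4 comparisons there were 1554 higher and 990 lower calls, from 1098 and 798 different genes. The interaction called 89 genes higher and 85 lower. Without the threshold on the fold change, 1256 genes passed the adjusted p in control TAC against control sham hearts, 336 in Trbp-cKO sham against control sham, 1103 in Trbp-cKO TAC against control TAC and 1983 in Trbp-cKO TAC against Trbp-cKO sham. Of the alternatives set in advance, fitting only the 2 groups compared moved a count most, to 84 genes in Trbp-cKO TAC against control TAC. With the score of clock genes in the fit, Trbp-cKO sham against control sham gave 0 calls, with 2381 genes at an unadjusted p under 0.05. That score separates the sham groups in every heart, so the loss of calls does not tell the clock from the deletion. Leaving out control TAC replicate 1 left 277 calls in control TAC against control sham, and leaving out control TAC replicate 4 gave 1583.

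**Figure D2:**
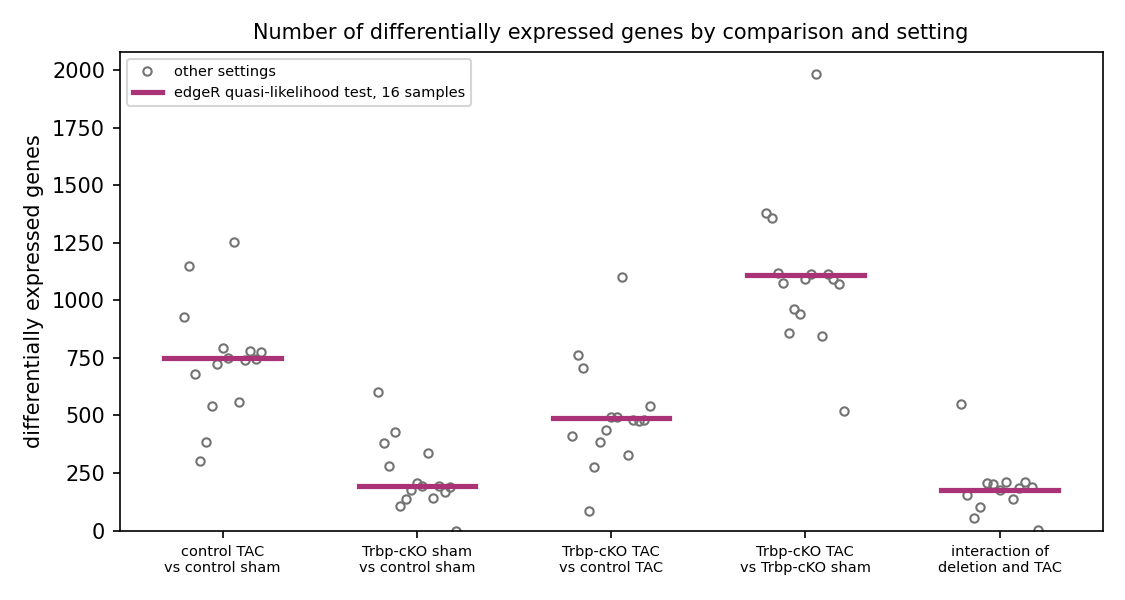
Number of differentially expressed genes (y axis) in each comparison (x axis). Bars give the count from edgeR's quasi-likelihood test on all 16 hearts, and rings give the counts under other choices of filter, normalization, threshold, covariate or test, which run from 304 to 1256 in control TAC against control sham hearts and from 0 to 601 in Trbp-cKO sham against control sham hearts.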

Genes differentially expressed in each group were filtered by |logFC| ≥= 0.8, FDR ≤= 0.05; our analysis revealed that more genes were enriched in up-regulated pathways than down-regulated pathways (1652 up vs. 1092 down, Supplementary Figure 2B and C).

We then identified all statistically enriched GO/KEGG terms; cumulative hypergeometric *P* values and enrichment factors were calculated and used for filtering. The remaining significant terms were then hierarchically clustered into a tree based on Kappa-statistical similarities among their gene memberships. Then, 0.3 kappa score was applied as the threshold to cast the tree into term clusters (Figure 2C). 

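Families of extracellular matrix genes were counted among the higher calls of each comparison, with all 19955 genes tested as the background (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted over families and comparisons). The families were the 40 tested collagen chain genes, the 5 lysyl oxidases, which cross-link collagen and elastin, and 23 genes of elastic fibers. In control hearts, TAC raised 14 of the 40 collagen chains, or 35% against 2.5% of all genes (adjusted p = 1.55e-12), 3 of the 23 elastic fiber genes (13%, adjusted p = 0.0283) and 0 of the 5 lysyl oxidases (adjusted p = 1), although all 5 of these rose at an unadjusted p under 0.05. None of the families had a member called higher in Trbp-cKO sham against control sham hearts (0 of 40, 0 of 5 and 0 of 23, adjusted p = 1 for each), where 9 collagen chains, 1 lysyl oxidases and 3 elastic fiber genes rose at an unadjusted p under 0.05. In Trbp-cKO TAC against control TAC hearts, 9 of the 40 collagen chains were called higher (22.5% against 1.55% of all genes, adjusted p = 2.45e-08), as were 3 of the 5 lysyl oxidases (60%, adjusted p = 7.19e-05) and 4 of the 23 elastic fiber genes (17.4%, adjusted p = 0.000678). The lysyl oxidases were Lox, Loxl4 and Loxl2, of which Loxl2 shares 43.5% of its transcript sequence with other annotated genes. In Trbp-cKO TAC against Trbp-cKO sham hearts, the counts were 19 of 40 (adjusted p = 3.09e-17), 5 of 5 (adjusted p = 8.34e-08) and 15 of 23 (adjusted p = 8.67e-17). The elastic fiber list includes all 5 lysyl oxidases, so these families are not separate: the 4 elastic fiber genes called against control TAC hearts were Lox, Loxl2, Loxl4 and Ltbp2, and 5 of the 15 called against Trbp-cKO sham hearts were lysyl oxidases. A fit on only the 2 groups compared moved these counts most, to 0 of the 39 collagen chains it tested in Trbp-cKO TAC against control TAC hearts (adjusted p = 1, Fisher's exact test), of which 16 rose at an unadjusted p under 0.05. Without control TAC replicate 1, 1 of the 5 lysyl oxidases (adjusted p = 0.114) and 2 of the 23 elastic fiber genes (adjusted p = 0.0932) were called higher there.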

Interestingly, 6 of 20 significantly up-regulated pathways were associated with the extracellular matrix (GO:0050673, GO:0009611, R-MMU-1566948, R-MMU-22243919, GO:0031098, and GO:0032963; Figure 2B). 

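The 5 genes Col1a1, Col1a2, Col3a1, Col5a2 and Postn encode fibrillar collagen chains and the matrix protein periostin. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had a mean of 80.7 ± 6.62 CPM (SD, n = 4) in control sham and 112 ± 18.8 in Trbp-cKO sham hearts, a log2 fold change of 0.47 (standard error 0.21, adjusted p = 0.317, edgeR's quasi-likelihood test). Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544) rose from 122 ± 7.17 to 170.4 ± 21.4 CPM, a log2 fold change of 0.48 (standard error 0.2, adjusted p = 0.275). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706), which overlaps Gm47302 on the same strand, rose from 164 ± 26.1 to 225 ± 12.6 CPM, a log2 fold change of 0.46 (standard error 0.17, adjusted p = 0.225). Col5a2 (ENSMUSG00000026042, chromosome 1 from 45374321 to 45503282) went from 28.7 ± 0.752 to 33.5 ± 3.68 CPM, a log2 fold change of 0.22 (standard error 0.26, adjusted p = 0.799). Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037) rose from 39 ± 3.39 to 71.7 ± 10.2 CPM, a log2 fold change of 0.88 (standard error 0.33, adjusted p = 0.231). For each of the 5 genes, all 4 Trbp-cKO sham hearts were above all 4 control sham hearts (exact permutation test, two-sided, p = 0.0286, the smallest this design allows). Over all genes tested, 0 of the 5 passed the adjusted p, although 4 of them had an unadjusted p under 0.05. Adjusted over the list alone, 4 of the 5 passed, with adjusted p from 0.045 to 0.4, but the study chose this list on these hearts, so the count is not independent evidence. The choice of test moved the count most, to 4 of the 5 under edgeR's exact test on the 2 groups and under the quasi-likelihood fit on the 2 groups alone. Col5a2 did not pass in either.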

In the absence of pressure overload, fibrotic genes including *Col1a1*, *Col1a2*, *Col3a1*, *Col5a2*, and *Postn* were significantly up-regulated in young adult hearts with cardiomyocyte-specific loss of Trbp (Figure 2D). After TAC, the expression level of these fibrotic genes increased significantly more in hearts from Trbp-cKO mice than in the control TAC group (Figure 2D).

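After TAC, the mean expression of Col1a1 was 187 ± 49.5 CPM (SD, n = 4) in control and 374 ± 107 in Trbp-cKO hearts, a log2 fold change of 1.00 (standard error 0.21, adjusted p = 0.0129, edgeR's quasi-likelihood test). Col1a2 rose from 243 ± 51.8 to 460.4 ± 147 CPM, by 0.92 on the log2 scale (standard error 0.2, adjusted p = 0.015), and Col3a1 from 291 ± 57.5 to 494 ± 94.1 CPM, by 0.76 (standard error 0.17, adjusted p = 0.0201). Col5a2 rose from 57.9 ± 14 to 132 ± 67.8 CPM, by 1.19 (standard error 0.26, adjusted p = 0.0174), and Postn from 294 ± 144 to 755 ± 374 CPM, by 1.36 (standard error 0.34, adjusted p = 0.0304). All 4 Trbp-cKO TAC hearts were above all 4 control TAC hearts for each gene (exact permutation test, p = 0.0286). All 5 genes passed the adjusted p, and the 4 other than Col3a1 also passed the threshold on the fold change. Adjusted over the list alone, 5 passed, with adjusted p from 0.00061 to 0.0011. No gene of the 5 passed in a fit on only the 2 groups compared, where all 5 had an unadjusted p under 0.05, and 3 passed without Trbp-cKO TAC replicate 1. Without Trbp-cKO TAC replicate 4, the log2 fold changes of Col1a1, Col1a2, Col3a1, Col5a2 and Postn were 0.78, 0.67, 0.68, 0.77 and 0.97, and the adjusted p of Postn was 0.0602, so none of the 5 genes passed both thresholds. TAC raised the same genes within control hearts, by 1.21, 0.99, 0.83, 1.01 and 2.92 on the log2 scale for Col1a1, Col1a2, Col3a1, Col5a2 and Postn, and within Trbp-cKO hearts by 1.74, 1.43, 1.14, 1.97 and 3.40. The interaction, which tests the difference between these responses, was 0.52 for Col1a1 (standard error 0.29, adjusted p = 0.412), 0.44 for Col1a2 (standard error 0.28, adjusted p = 0.473), 0.31 for Col3a1 (standard error 0.24, adjusted p = 0.58), 0.96 for Col5a2 (standard error 0.37, adjusted p = 0.221) and 0.48 for Postn (standard error 0.47, adjusted p = 0.666). None of the 5 interactions passed over all genes tested, where only Col5a2 had an unadjusted p under 0.05 (0.0186, edgeR's quasi-likelihood test), and none passed when adjusted over the list alone (adjusted p from 0.093 to 0.32). From the expression of these genes in hearts that lacked Trbp, before TAC stress, the paper reasons that the changes precede obvious fibrosis. It then turns to its histology of fibrosis at an earlier time after TAC, which was not analysed here. From these findings it proposes that the amplified expression may hasten fibrosis of the heart and add to the cardiac phenotype.

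**Figure D3:**
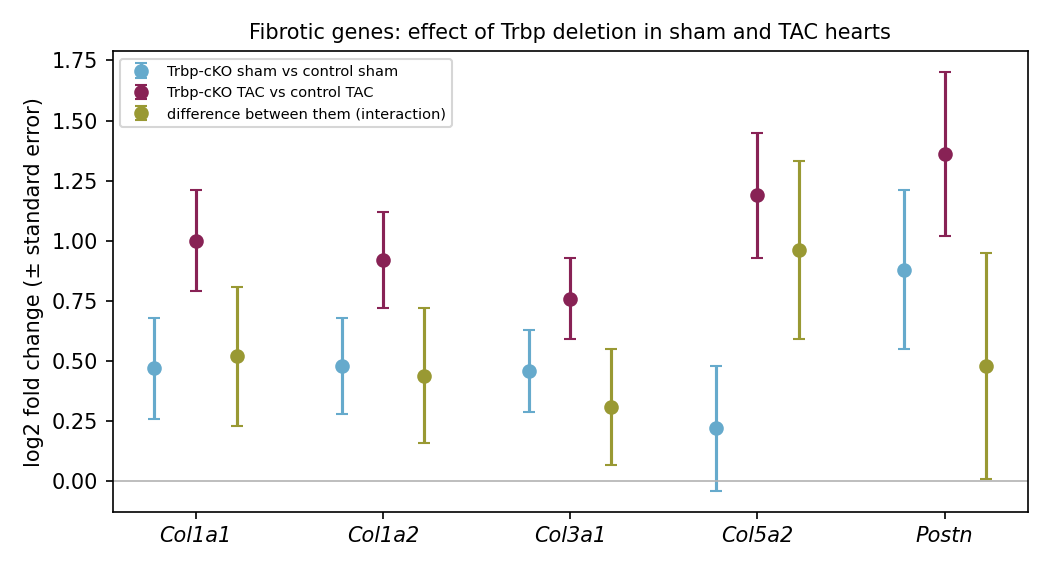
Log2 fold change (y axis, points, with standard errors as bars) of Trbp-cKO against control hearts for 5 fibrotic genes (x axis) after sham surgery and after TAC, and the difference between the 2 as the interaction. For each gene the TAC value is above its own sham value; the TAC values run from 0.76 to 1.36, the sham values from 0.22 to 0.88, and the interaction values lie between 0.31 and 0.96.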

While increased expression of genes associated with fibrosis is commonly observed in failing hearts [19], our data indicate changes in these genes prior to TAC stress, prior to the development of obvious cardiac fibrosis. We decided to refine our analysis and examine hearts for cardiac fibrosis two weeks after TAC. At this timepoint, Trbp-cKO mice display no significant difference in the cardiac function when compared with that of controls, and overt heart failure has not developed. In Trbp-cKO hearts, compared with hearts from control TAC mice, significant differences were seen in cardiac fibrosis two weeks after TAC (Figure 3A). These findings indicate that the amplified expression of fibrotic genes in the Trbp-cKO mouse hearts may accelerate cardiac fibrosis and contribute to the cardiac phenotype.

**Figure 3:**
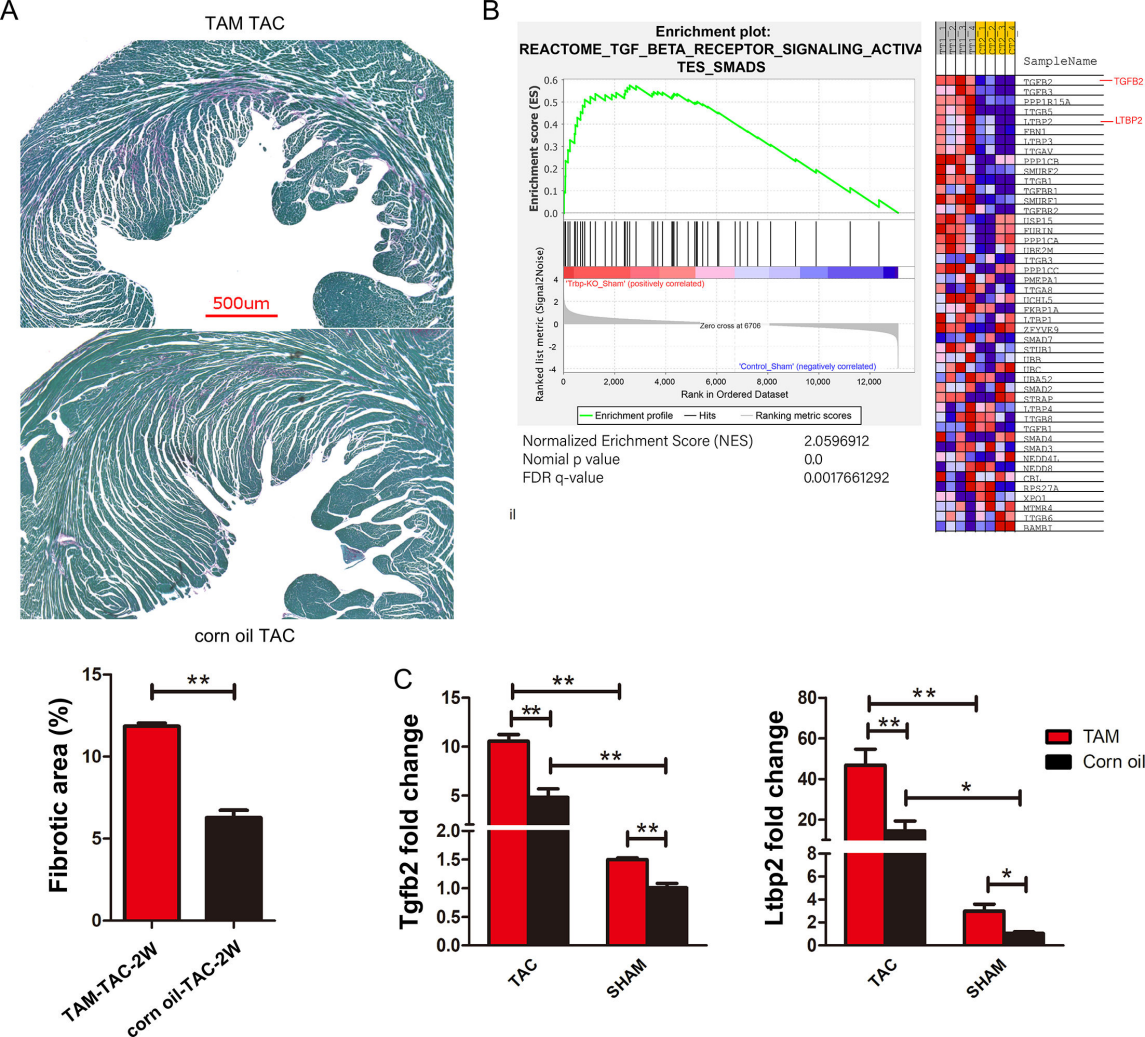
Activation of the TGF-β pathway is intensified in Trbp-cKO hearts prior to and after TAC-induced cardiac stress. **(A**) Representative images of cardiac sections from Trbp-cKO and Ctrl mouse hearts two weeks after TAC surgery stained with Fast Green to label fibrotic tissue. Scale bar = 500 µm. Quantification of fibrosis measured as percentage of total myocardial area in Trbp-cKO compared with control hearts following TAC (*n* = 3). (**B)** GSEA pathway analysis comparing Trbp-TAC and control-TAC groups. TC, Trbp-cKO TAC, CT, control (corn oil) TAC. (**C)** qRT-PCR analysis to determine *Tgfβ2* and *Ltbp2* expression levels in Trbp-cKO and control hearts eight weeks after either SHAM or TAC surgery (*n* = 4). *P < 0.05; **P < 0.01. Values are expressed as mean ± SD. Statistical differences between groups were examined by unpaired Student’s *t*-test. cKO, conditional knockout; TAC, transverse aortic constriction; TAM, tamoxifen.

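The genes of 3 Reactome pathways, as listed in the heat maps of Supplementary Figure 3, were tested as lists in Trbp-cKO TAC against control TAC hearts with limma's camera test, two-sided, at a preset correlation of 0.01 between genes. The p-values were adjusted over the 24 lists tested in the comparison. The paper drew the 3 lists from its own enrichment in the same comparison of these hearts, so the tests are not independent evidence. The 49 genes of collagen fibril assembly had a median log2 fold change of 0.48, with 40 genes above 0 (adjusted p = 2.66e-10, camera) and 12 called higher. The 55 genes of collagen biosynthesis and its modifying enzymes had a median of 0.35, with 43 above 0 (adjusted p = 8.67e-09) and 9 called higher. For the 73 genes of collagen formation, which join the other lists, the median was 0.38, with 57 above 0 (adjusted p = 2.34e-10) and 13 called higher. No gene of the 3 lists was called lower, and the called genes with the largest rises were Col22a1, Mmp3, Col12a1, Col11a1 and Lox. Under limma's fry the lists passed with adjusted p of 0.00335, 0.0119 and 0.00426. With the correlation between genes estimated from the data, which moved these results most, the adjusted p was 0.0763, 0.159 and 0.0859, and over all alternatives it ran from 1.34e-14 to 0.159. The lists shift together between hearts of a group as well: without Trbp-cKO TAC replicate 4 the medians were 0.39, 0.27 and 0.31.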

Our bioinformatic data indicate that biosynthesis and formation of collagen fibrils and other ECM-related enzymes are significantly activated (Supplementary Figure 3A-C). The TGF-β signaling pathway is a well-characterized regulator of fibrosis [20]. 

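The 46 genes of TGF-β and SMAD signaling in the heat map of Figure 3B were tested in the same way. Its median log2 fold change in Trbp-cKO TAC against control TAC hearts was 0.21, with 39 of the 46 genes above 0 (adjusted p = 8.85e-08, camera), and 10 of its genes passed the adjusted p. The result held under fry (adjusted p = 3.72e-06) and with an estimated correlation (adjusted p = 0.00383). The paper drew this list from the same comparison of these hearts, so these tests, and that of the interaction, are not independent evidence. Scaling by library size alone moved the median most, to 0.35, where the median of all genes was 0.13. In sham hearts the median was -0.05, with 20 genes above 0 (adjusted p = 0.0987, camera), and it turned to 0.05 under that scaling. The interaction of deletion and TAC had a median of 0.32, again with 39 genes above 0 (adjusted p = 4.97e-09, camera, and 0.00411 with an estimated correlation).
Called higher after TAC were Tgfb3, Ltbp2, Tgfb2 and Ppp1r15a, the last 1 a regulatory subunit of protein phosphatase 1. Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) had 12.7 ± 1.48 CPM (SD, n = 4) in control sham, 15.5 ± 0.681 in Trbp-cKO sham, 31.5 ± 7.15 in control TAC and 82.8 ± 13.1 in Trbp-cKO TAC hearts. Its log2 fold change between Trbp-cKO and control hearts was 1.39 after TAC (standard error 0.15, adjusted p = 0.000119, edgeR's quasi-likelihood test) and 0.29 after sham surgery (standard error 0.15, adjusted p = 0.429), and the interaction was 1.10 (standard error 0.21, adjusted p = 0.026). Ltbp2 (ENSMUSG00000002020, chromosome 12 from 84783212 to 84876532), of whose sequence 9.97% is shared with the antisense gene D030025P21Rik, had 7.49 ± 1.17 CPM in control sham, 16.3 ± 4.98 in Trbp-cKO sham, 68.6 ± 35.7 in control TAC and 211 ± 90.1 in Trbp-cKO TAC hearts. The log2 fold change of Ltbp2 was 1.62 after TAC (standard error 0.36, adjusted p = 0.0191, edgeR's quasi-likelihood test) and 1.12 after sham surgery (standard error 0.36, adjusted p = 0.149), with an interaction of 0.50 (standard error 0.51, adjusted p = 0.682). For both genes every Trbp-cKO heart was above every control heart, after sham surgery and after TAC (exact permutation test, p = 0.0286). The Tgfb2 interaction passed in 11 of the 16 fits that each left out a heart, with values from 0.99 to 1.24 and adjusted p from 0.0093 to 0.0757.

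**Figure D4:**
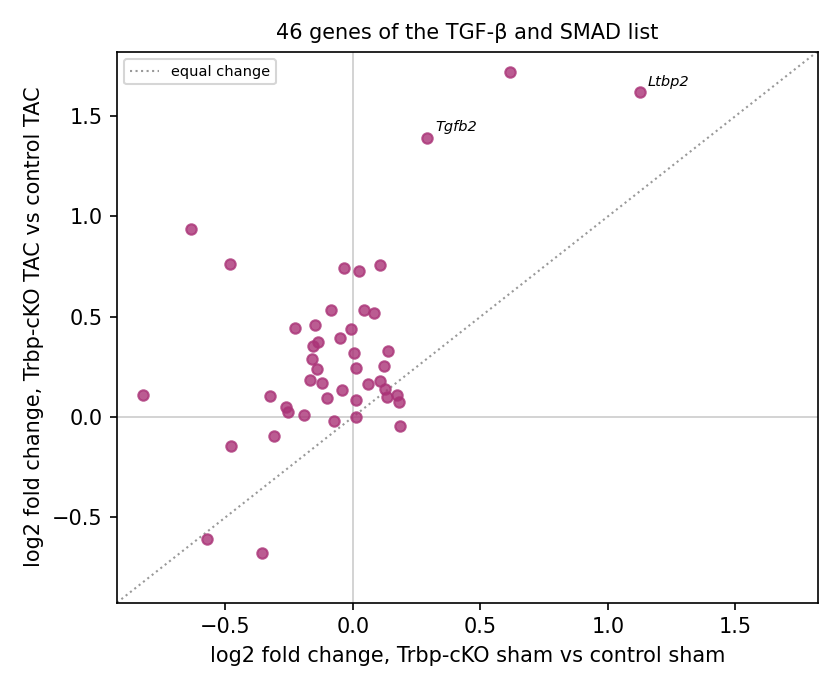
Log2 fold changes of Trbp-cKO against control hearts for the 46 genes of the TGF-β and SMAD list, after sham surgery (x axis) and after TAC (y axis). Each point is a gene and the dotted line marks equal change; Tgfb2 lies at 0.29 and 1.39, Ltbp2 at 1.12 and 1.62, and 39 of the 46 genes are above 0 after TAC.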

Our sequence data also indicate that after the induction of pressure overload in the heart, Trbp loss could significantly increase TGF-β pathway signaling (Figure 3B). We then verified that *Tgfβ2* and *Ltbp2*, two upstream genes of TGF-β pathway, were significantly increased in Trbp cKO-TAC hearts (compared with control TAC hearts; Figure 3C). In the absence of TAC stress, Trbp loss similarly induced both *Tgfβ2* and *Ltbp2* gene expression in mature cardiomyocytes (Figure 3C).

### Cardiomyocyte expressed Trbp regulates fibrosis gene expression in fibroblasts through cardiomyocyte–fibroblast cross-talk

The finding that the loss of Trbp in cardiomyocytes resulted in a significant increase in fibrosis and the induction of the TGF-β pathway in adult hearts prompted us to hypothesize that Trbp-null cardiomyocytes communicate with neighboring fibroblasts to induce fibrosis. To test this hypothesis, we conducted co-culture experiments using isolated NRVMs and NRCFs [19]. We achieved consistent Trbp knockdown in NRVMs (Figure 4A) and found that *Tgfβ2* and *Ltpb2* expression increased in NRVMs with diminished Trbp under co-culture conditions (Figure 4B). We also examined the levels of hypertrophic markers and observed an increase in both Anp and Bnp transcript levels upon Trbp knockdown (Figure 4A). This change in hypertrophic marker levels was comparable to the increases observed when NRVMs were treated with phenylephrine (PE), an alpha-1 adrenergic receptor agonist which is known to induce cardiomyocyte hypertrophy [21] (Figure 4A). When PE treatment was combined with Trbp knockdown, the increases in hypertrophic marker gene expression, and in *Tgfβ2* and *Ltpb2* expression, were amplified (Figure 4A and B). We also observed an increase in the expression of the extracellular matrix gene *Col1a1*, as well as the proliferation marker *Postn*, in NRCFs that were co-cultured with NRVMs with reduced Trbp (i.e., untreated NRCFs with siTrbp-treated NRVMs; Figure 4C). The increase in collagen protein levels was confirmed by Western blot analysis of both Collagen I and Collagen III levels (Figure 4D). However, we did not observe significant changes in the transcript levels of *Tgfβ2* and *Ltpb2* in NRCFs upon co-culture with NRVMs with or without Trbp knockdown (Figure 4E); these data support a role for Trbp in the mediation of cross-talk between cardiomyocytes and fibroblasts by the TGF-β pathway.

**Figure 4:**
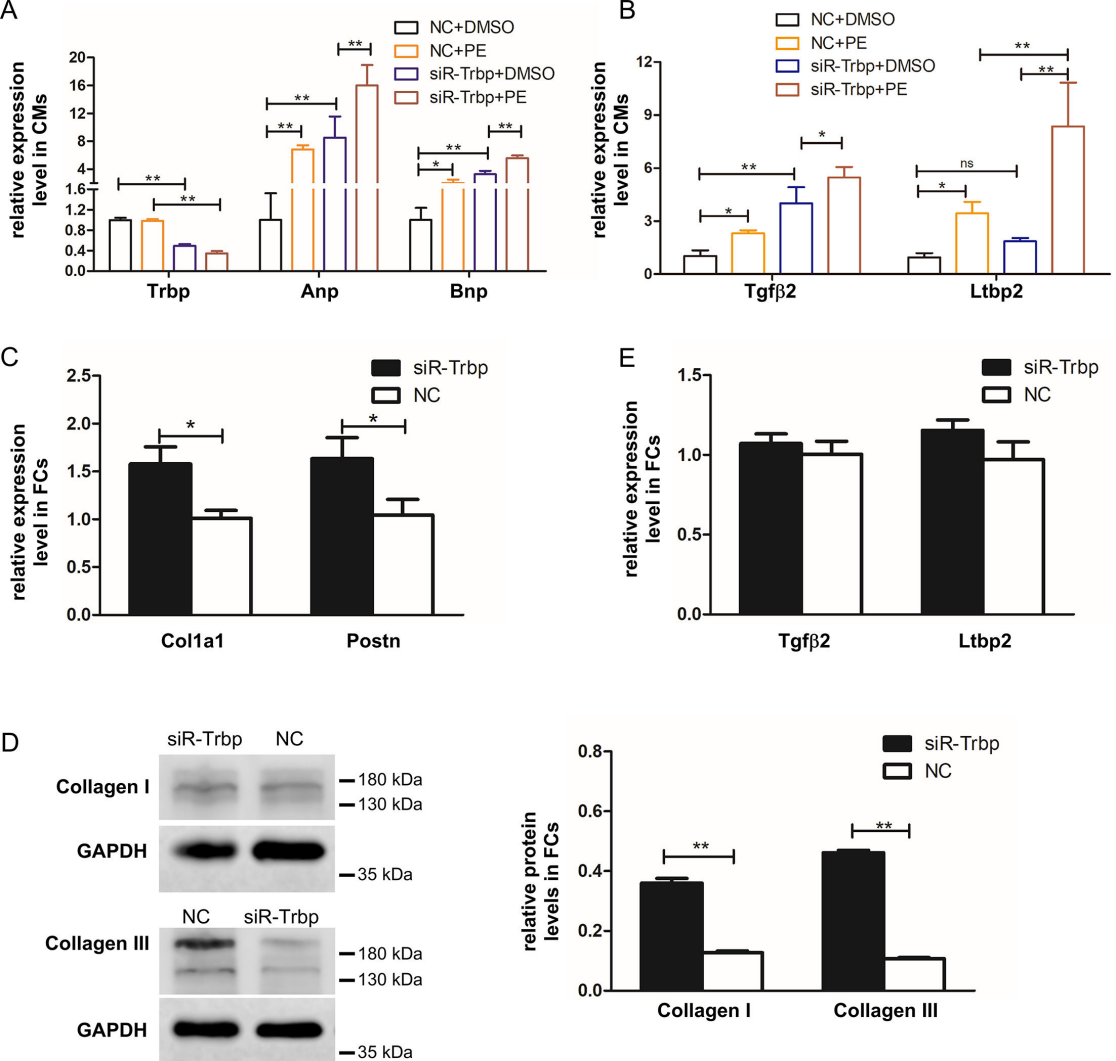
Knockdown of Trbp in NRVMs induces the expression of fibrotic markers in co-cultured NRCFs. **(A**) qRT-PCR analysis to determine levels of Trbp, Anp and Bnp transcripts in NRVMs with normal or decreased Trbp expression, with and without PE treatment. *n* = 3. (**B)** qRT-PCR analysis to determine levels of *Tgfβ2* and *Ltbp2* in NRVMs with normal or decreased Trbp expression, with and without PE treatment. *n* = 3. (**C)** qRT-PCR analysis to determine levels of *Col1a1* and *Postn* in NRFCs co-cultured with siR-Trbp or NC-treated NRVMs. *n* = 4. (**D)** Western blot analysis to determine levels of Collagen I and Collagen III in NRCFs after co-culture with NRVMs expressing normal or decreased levels of Trbp. *n* = 3. (**E)** qRT-PCR analysis to determine levels of *Tgfβ2* and *Ltbp2* in NRFCs co-cultured with siR-Trbp or NC-treated NRVMs. *n* = 4. *P < 0.05, **P < 0.01. Values are expressed as mean ± SD. Statistical differences between groups were examined by unpaired Student’s *t*-test. NC, negative control; NRCFs, neonatal rat cardiac fibroblasts; NRVMs, neonatal rat ventricle myocytes; PE, phenylephrine.

Next, we asked whether Trbp overexpression (OE) in cardiomyocytes could affect the TGF-β pathway and the fibrotic gene expression in fibroblasts. We employed adenovirus to overexpress Trbp as previously described [22] and confirmed the increased expression of Trbp after the infection of NCVMs (Figure 5A). We found that Trbp-OE down-regulated both *Tgfβ2* and *Ltbp2* in NRVMs (Figure 5B). However, there is no significant change of fibrotic markers in NRCFs, with or without co-culture with Trbp-OE NRVMs (Figure 5C).

**Figure 5:**
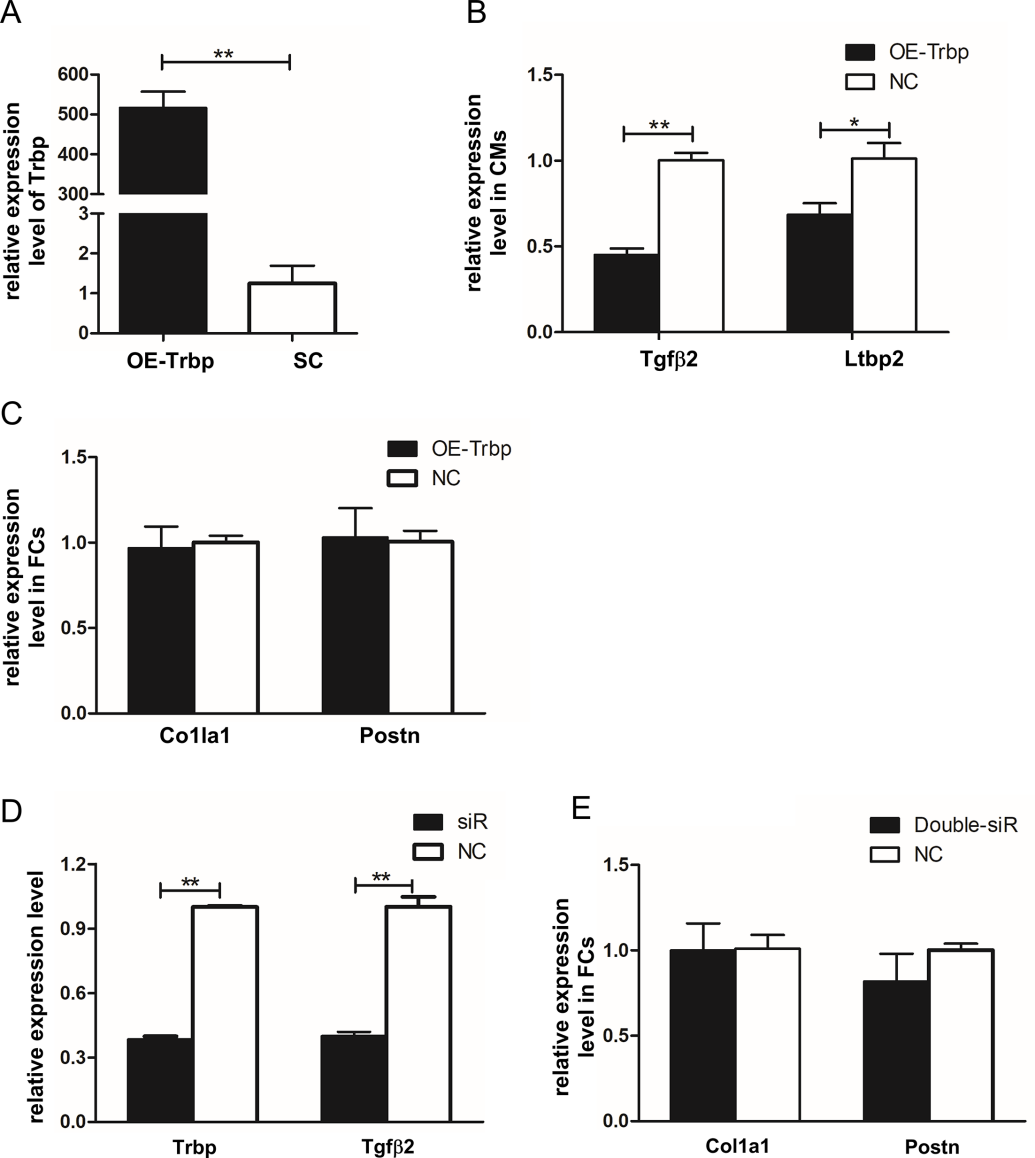
Analysis of the role of Trbp on the regulation of *Tgfβ2* and *Ltbp2* mRNA levels in NRVMs and the effect of altered Trbp and *Tgfβ2* levels on fibrotic gene expression in co-cultured NRCFs. **(A**) qRT-PCR analysis of Trbp expression in control and Trbp-OE NRVMs. (**B)** qRT-PCR analysis of *Tgfβ2* and *Ltbp2* expression in NRVMs with normal or elevated levels of Trbp. (**C)** qRT-PCR analysis of *Col1a1* and *Postn* expression in NRFCs co-cultured with NRVMs expressing normal or elevated levels of Trbp. (**D)** qRT-PCR analysis of Trbp and *Tgfβ2* levels in control, siR-Trbp and siR-Tgfβ2-treated NRVMs. (**E)**qRT-PCR analysis of *Col1a1* and *Postn* levels in NRFCs co-cultured with NRVMs having normal or reduced expression of both Trbp and *Tgfβ2*. Panels A, B, C, and E, *n* = 4. Panel D, NC, *n* = 3; siR, *n* = 4. *P < 0.05, **P < 0.01.Values are expressed as mean ± SD. Statistical differences between groups were examined by unpaired Student’s *t*-test. OE, overexpression; NC, negative control; NRCFs, neonatal rat cardiac fibroblasts; NRVMs, neonatal rat ventricle myocytes.

### Inhibiting TGF-β pathway suppresses fibrosis resulted from Trbp knockdown

The data presented above demonstrate that the inhibition of Trbp in cardiomyocytes induces the expression of a fibrotic gene profile in fibroblasts, at least in part due to the induction of the TGF-β pathway. We next examined whether the inhibition of the TGF-β pathway could circumvent this cardiomyocyte-based Trbp-mediated regulation of fibrotic gene expression. *Tgfβ2* is substantially induced in Trbp-inhibited cardiomyocytes (Figure 4B), as well as that of the hearts of Trbp-cKO mice, with or without TAC procedure (Figure 3C). We successfully knocked down *Tgfβ2* in Trbp-siR NRVMs (Figure 5D); we then co-cultured these NRVMs having diminished Trbp and *Tgfβ2* expression with NRCFs. As expected, the expression of the fibrotic markers *Col1a1* and *Postn* was not inducted in the NRCFs (Figure 5E). This result further supports the role of Trbp inhibition in cardiomyocytes in the TGF-β pathway-dependent induction of fibrosis.

## Discussion

In this study, we provide evidence that Trbp is an important regulator of the cross-talk between cardiomyocytes and fibroblasts. This function is more pronounced in response to pressure overload-induced remodeling of the heart. This new function for Trbp expands upon its previously characterized role in the regulation of fast- and slow-twitch myofiber gene expression during heart development and postnatal growth [8] and establishes another important role for this protein in the mature heart. Cardiomyocyte-specific Trbp deletion slightly affected baseline function of the heart in young adult mice but did not promote cardiac remodeling, assessed three months after Trbp cKO. However, even in these animals, we observed an increase in the expression of fibrotic genes (e.g., *Col1a1*, *Col3a1,* and *Postn*); we provide evidence that this induction in a fibrotic gene expression profile of Trbp-cKO hearts is mediated through cross-talk between cardiomyocytes and fibroblasts. Further stressing the heart by surgical intervention (TAC) augmented the level of fibrotic gene expression and caused more severe cardiac fibrosis and worsened heart function. These data indicate a potential protective role for Trbp in the mature heart exposed to pressure overload conditions.

Trbp has two very well-characterized functions in cellular regulation [5,23,24]: (1) regulation of microRNA (miRNA) biogenesis through interaction with Dicer and (2) inhibition of protein kinase R function by dsRNA sequestration and by direct protein–protein interaction during virus pathogenesis. Our previous study demonstrated that Trbp regulates fast- and slow-twitch myofiber gene expression through miRNA-mediated Sox6 repression [8]. Therefore, when we conducted this study to explore the role of Trbp in the mature heart, we expected to find the roles for miRNAs in linking Trbp function to fibrotic gene expression. We did observe a significant decrease in miR208a expression after conditional deletion of Trbp; following TAC, its expression further decreased in Trbp-CKO hearts (Supplementary Figure 4A). By using miR target scan databases (https://mirdb.org and https://mirbase.org), we filtered the list of differentially expressed genes generated by our RNA-seq analysis for potential miR208a target genes. 

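Among the differentially expressed genes, Sox6 (ENSMUSG00000051910, chromosome 7 from 115470872 to 116038796) was called higher in Trbp-cKO TAC than in control TAC hearts. Its CPM was 12.8 ± 0.46 (SD, n = 4) in control sham, 25 ± 6.19 in Trbp-cKO sham, 9.56 ± 4.46 in control TAC and 25.4 ± 9.49 in Trbp-cKO TAC hearts. The log2 fold change between Trbp-cKO and control hearts was 1.41 after TAC (standard error 0.33, adjusted p = 0.0226, edgeR's quasi-likelihood test), with 14 of the 16 pairs of hearts higher in Trbp-cKO (exact permutation test, p = 0.0857). After sham surgery it was 0.96 (standard error 0.32, adjusted p = 0.168), with 16 of the 16 pairs higher (exact permutation test, p = 0.0286). TAC left Sox6 at a log2 fold change of 0.02 in Trbp-cKO hearts (standard error 0.32, adjusted p = 0.98) and of -0.42 in control hearts (standard error 0.32, adjusted p = 0.406), and the interaction was 0.45 (standard error 0.46, adjusted p = 0.682). With the score of clock genes in the fit, the sham value fell to 0.16 (adjusted p = 0.9, over all alternatives 1.15e-05 to 0.9). That score separates the sham groups in every heart, so this fall does not tell the clock from the deletion. Myh7b, the host gene of a related microRNA, was called lower after sham surgery and after TAC, and its locus overlaps Trpc4ap on the opposite strand.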

Sox6 was increased in Trbp-cKO hearts but was not further induced following TAC, suggesting that Sox6 is not responsive to pressure overload (Supplementary Figure 4B).

We also found that the expression of genes encoding secreted proteins with previously reported roles in ECM formation and remodeling was significantly increased in Trbp cKO hearts (i.e., *Tgfβ2* and *Ltbp2*). Also, fibrotic markers gene expression was up-regulated (e.g., *Col1a1*, *Col3a1*, and *Postn*). This increase in expression of fibrosis-related genes was amplified following TAC in Trbp-cKO animals. Although the expression of these genes was also up-regulated in the sham Trpb cKO heart as noted, only in the presence of pressure overload does the crucial role of Trpb in regulating fibrosis become apparent. This led us to examine the TGF-β pathway as a possible mediator of the elevated fibrotic gene expression and subsequent accelerated cardiac remodeling and worsened the heart function in Trbp cKO mice following TAC. We compared our RNA-seq and small RNA-seq (derived from our previous analysis of cardiac tissue from hearts of embryos with early cardiac deletion of Trbp; GSE67658) datasets; the small RNA-seq data from our previous study demonstrated that miRNA expression in one-month-old Trbp-cKO hearts was distinct from the expression patterns observed in adult hearts [25]. We initially identified several miRNAs as potential links to the TGF-β pathway; unfortunately, we failed to identify any miRNA that demonstrated a change in its ability to regulate fibrotic gene expression in response to Trbp deletion (data not shown).

Our *in vitro* studies demonstrated a role for Trbp in the regulation of TGF-β pathway gene expression. TGF-β is secreted from cells as a multiprotein complex that is covalently bound to LTBP1, LTBP3, and LTBP4. These proteins target the latent complex to sites within the ECM for storage where it awaits activation [26–28]. A recent study demonstrated that increased expression of LTBP2 was associated with a more pronounced localization of activated fibroblasts to regions of fibrosis within myocardial tissue [29]. The importance of cross-talk between cardiomyocytes and fibroblasts has been reported previously [19,30,31]. Some of these studies have described important functions for small RNAs and secreted proteins; these include the role of fibroblast-secreted miR21 in the induction of cardiomyocyte hypertrophy [31] and the ability of miR30d, secreted by cardiomyocytes, to promote fibroblast activation [19]. Our data expands on these studies to demonstrate how cardiomyocyte derived Trbp can regulate fibroblasts through the inhibition of *Tgfβ2* and *Ltbp2* expression; these data suggest an important new avenue for the therapeutic inhibition of cardiac fibrosis.

**Clinical Perspectives**

- The mechanisms underlying the response of the heart to stress remain poorly understood. Pathophysiological factors, often with a genetic basis, can induce cardiac remodeling that results from changes in cellular signaling pathways and intercellular communication.
- In this report, we demonstrate that Trbp plays a critical role in regulating cardiac fibrosis during cardiac remodeling by mediating the cross-talk between cardiomyocytes and fibroblasts through the TGF-β signaling pathway.
- Our findings highlight the critical role of Trbp in adult hearts, suggesting that it may serve as a novel therapeutic target to prevent the fibrosis associated with heart disease and help improve cardiac function in failing hearts.

## Supplementary material

Online Supplementary Figures 1 to 4

Online Supplementary Tables 1 to 3

Online Supplemental Table 4

## Data Availability

All data and methods used in this analysis will be made available to researchers upon request. Next generation sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE287292.

## Abbreviations

Col1a1: collagen type I alpha 1 chain
Col3a1: collagen type III alpha 1 chain
DMEM: Dulbecco's Modified Eagle Medium
IFN: Interferon
LAP: latency-associated peptide
LTBP: latent transforming growth factor beta binding protein
LVEF: left ventricular ejection fraction
LVFS: left ventricular fractional shortening
MMLV: Moloney Murine Leukemia Virus
MerCreMer: tamoxifen inducible Cre recombinase
NRCFs: neonatal rat cardiac fibroblasts
NRCMs: cultured neonatal rat ventricle cardiomyocytes
OE: overexpressing
Postn: periostin
RBP: RNA-binding protein
Sox6: SRY-box transcription factor 6
TAC: transverse aortic constriction
TGF-β: transforming growth factor beta
Trbp: TARBP2 subunit of RISC loading complex
cKO: conditional knockout
cTNT: troponin T2, cardiac type
αMHC: alpha myosin heavy chain

# Supplementary material for: Trbp inhibits cardiac fibrosis through TGF-β pathway-mediated cross-talk between cardiomyocytes and fibroblasts
**Source:** Clin Sci (Lond). 2025 Mar 11;139(5):325–38. doi: 10.1042/CS20242397
**Supplement:** Online Supplementary Figures 1 to 4

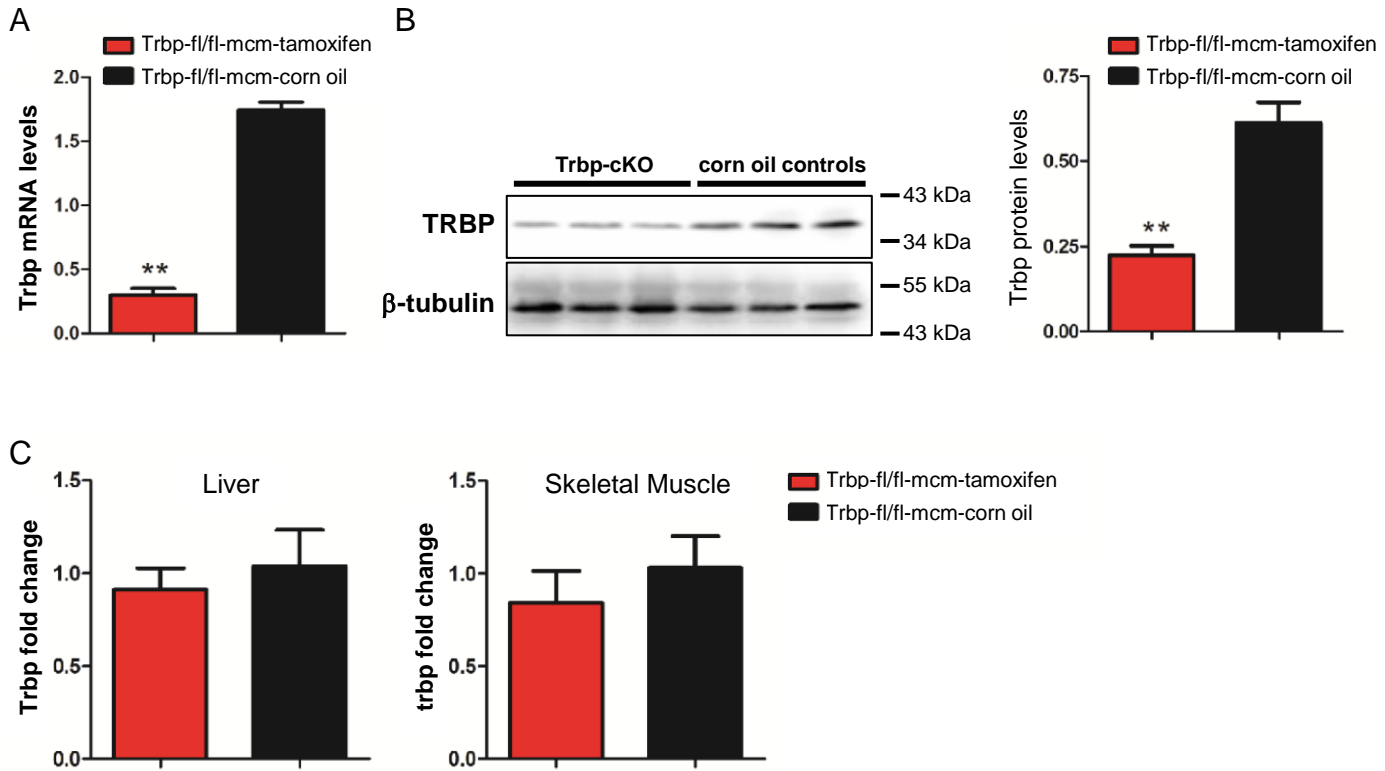

**Supplementary Figure 1: Confirmation of cardiac specific reduction of Trbp in Trbp-cKO mice.** **A**, qRT-PCR analysis of Trbp levels in Trbp-cKO hearts 1 week after either corn oil or TAM injection. **B**, Western blot analysis to determine levels of Trbp protein in Trbp-cKO hearts 1 week after either corn oil or TAM injection.  $\beta$ -tubulin is included as a loading control. **C**, qRT-PCR analysis of Trbp levels in liver and skeletal muscle tissue from Trbp-cKO mice 1 week after either corn oil or TAM injection. The generation of the Trbp-cKO line is described in the Materials and Methods section. Panel A, B and C,  $n=3$ ,  $**P<0.01$  compared with controls. Values are expressed as mean  $\pm$  SD. Statistical differences between groups were examined by unpaired Student's t-test.

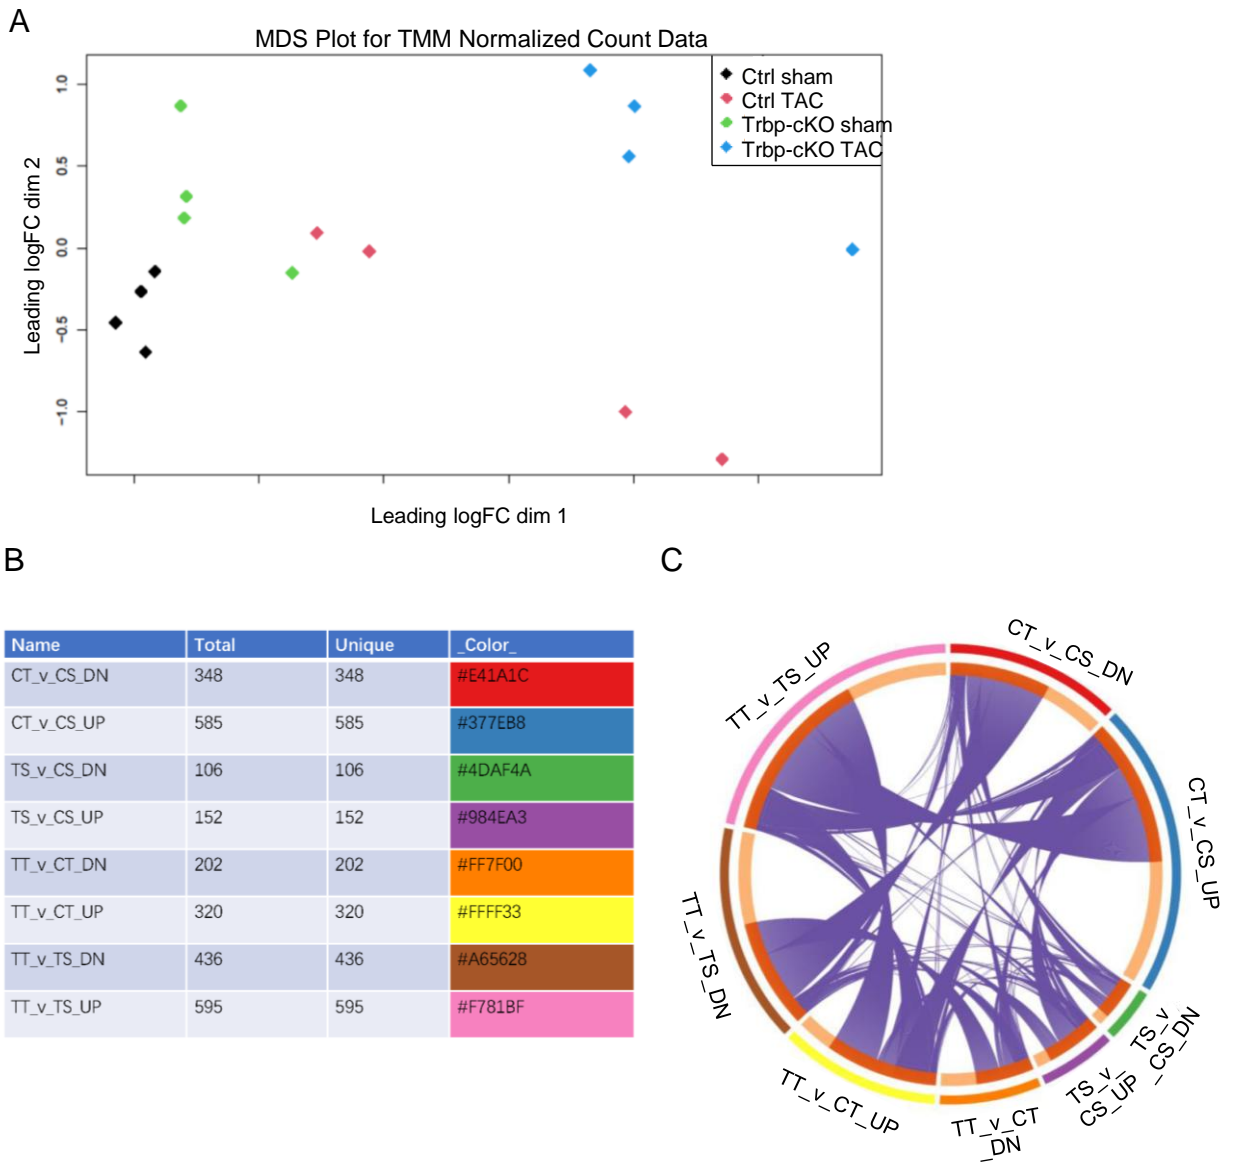

**Supplementary Figure 2: RNA-seq analysis reveals expression changes in fibrotic and TGF- $\beta$  signaling pathways in Trbp-cKO mouse hearts.** **A**, RNA-seq analysis was performed on tissue collected from four groups: control and Trbp-cKO mice subjected to either sham or TAC surgery. The MDS plot of the four groups demonstrate clear segregation between them. **B**, Differentially expressed genes (DEG) between the four experimental groups were compared. The DEG comparisons are illustrated after filtering as described in the Materials and Methods section. **C**, Chord diagram illustrating significant linkage between genes in different groups. Concordance between genes regulated in response to Trbp expression change or TAC intervention are indicated.

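Differentially expressed genes were compared between pairs of comparisons. TAC in control hearts and TAC in Trbp-cKO hearts shared 296 genes called in the same direction, 212 higher and 84 lower, and 9 called in opposite directions. The deletion after sham surgery and after TAC shared 39 genes in the same direction, 24 higher and 15 lower, and 6 in opposite directions. These pairs of comparisons have no hearts in common. The other pairs do, and their calls share chance values. Control TAC and Trbp-cKO sham hearts, each against control sham hearts, shared 74 genes in the same direction and 3 in opposite directions. Trbp-cKO TAC hearts against control TAC and against Trbp-cKO sham hearts shared 247 and 2. Where the common hearts enter with opposite signs, control TAC against control sham and Trbp-cKO TAC against control TAC shared 71 and 46, and Trbp-cKO sham against control sham and Trbp-cKO TAC against Trbp-cKO sham shared 19 and 47. In 20 simulations of unchanged groups, 2 genes were called in all and 0 were shared, so equal numbers of top-ranked genes were compared instead. These simulations drew each gene independently, with a single dispersion for all groups, so they hold no genes that vary together between hearts. In the real TAC hearts, other splits gave from 1035 to 1238 calls. The range in unchanged groups may therefore be too narrow, and an excess over it is a description and not a test. Among the top-ranked genes, the pair that shares control sham hearts had 68 in the same direction, against a mean of 58.8 and a highest value of 76 in unchanged groups, and the pair that shares Trbp-cKO TAC hearts had 271 against 142.2 and 168. For the responses to TAC the number was 284 against 33.5 and 48, and for the deletion in sham and TAC hearts 45 against 6.5 and 12. Where the common hearts enter with opposite signs, the pair that shares control TAC hearts had 57 in the same direction, against a mean of 0.7 and a highest value of 2 in unchanged groups, and 29 in opposite directions, against a mean of 112.5. The pair that shares Trbp-cKO sham hearts had 22 against 0.5 and 2, and 31 in opposite directions against a mean of 71.3. With only the 2 groups compared in each fit, the responses to TAC shared 169 genes in the same direction, and with the score of clock genes in the fit they shared 116.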

A

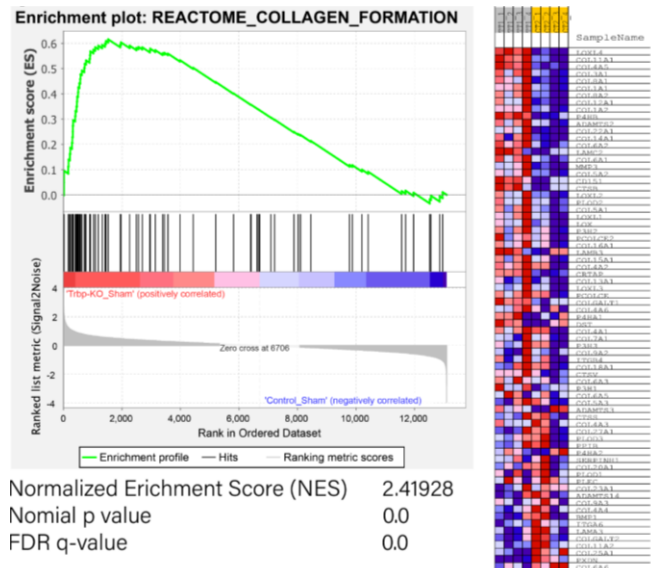

B

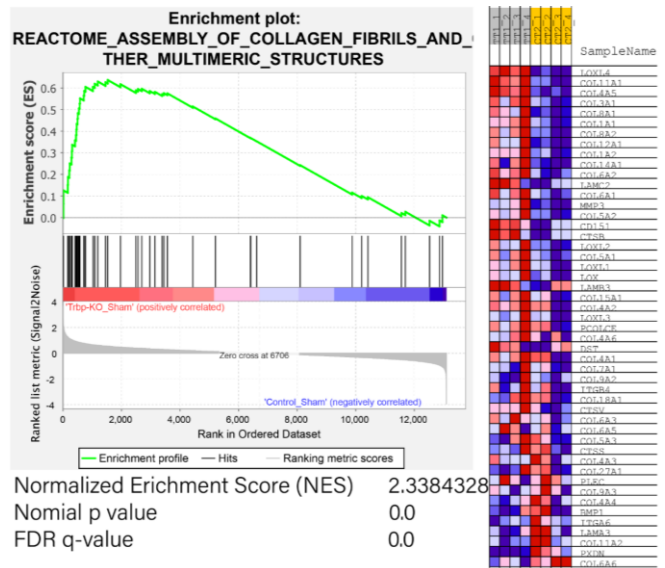

C

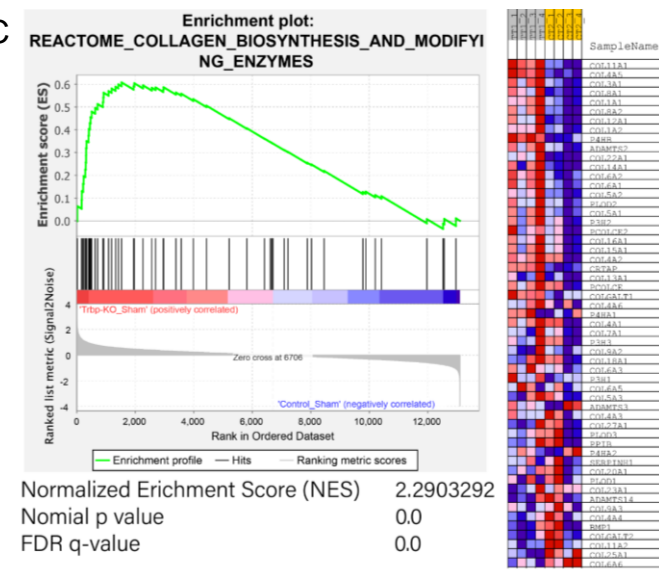

**Supplementary Figure 3: Comparison of gene expression for pathways regulating collagen biosynthesis and formation, and ECM related enzyme function. A,** Enrichment plot demonstrating increased expression of genes associated with collagen formation. **B,** Enrichment plot demonstrating increased expression of genes associated with assembly of collagen fibrils and other multimeric structures. **C,** Enrichment plot demonstrating increased expression of genes associated with collagen biosynthesis and associated modifying enzymes. All analyses were performed by comparing Trbp-cKO-TAC hearts with control TAC hearts.

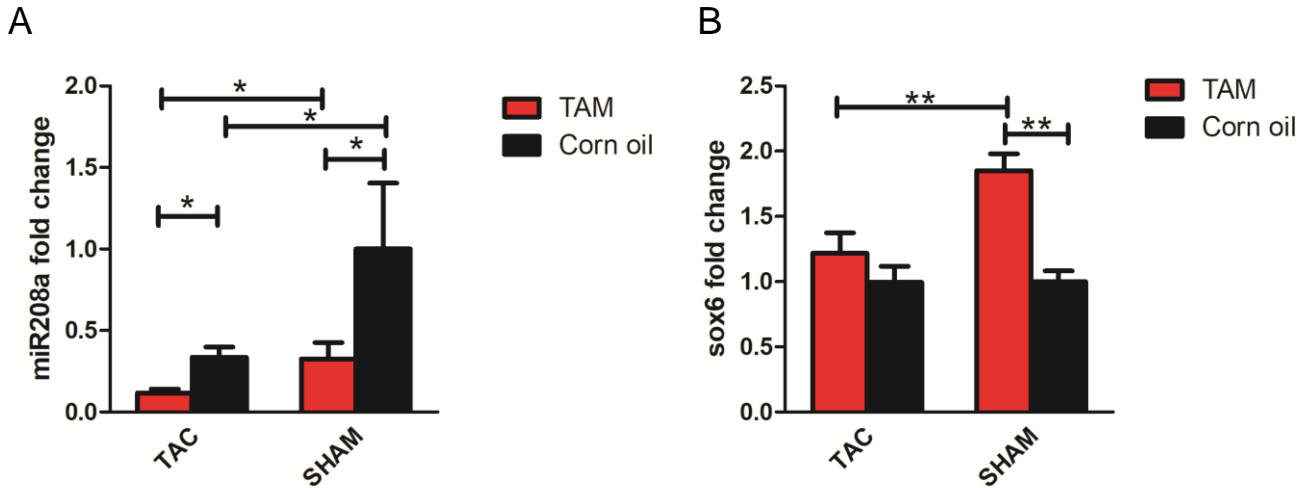

**Supplementary Figure 4: Analysis of miR208a and Sox6 expression levels in Trbp-cKO mouse hearts in response to pressure overload. A,** qRT-PCR analysis of miR208a expression in Trbp-cKO hearts after sham or TAC surgery. TAM TAC, n=4; corn-oil TAC, n=4; TAM SHAM, n=3; corn-oil SHAM, n=3. **B,** qRT-PCR analysis of Sox6 expression in Trbp-cKO hearts after sham or TAC surgery (TAM TAC, n=7; corn-oil TAC, n=6; TAM SHAM, n=5; corn-oil SHAM, n=5. \*P<0.05 \*\*P<0.01. The values are expressed as the mean fold change  $\pm$  SD (relative to the corn oil sham control). Statistical differences between groups were examined by unpaired Student's t-test.

# Supplementary material for: Trbp inhibits cardiac fibrosis through TGF-β pathway-mediated cross-talk between cardiomyocytes and fibroblasts
**Source:** Clin Sci (Lond). 2025 Mar 11;139(5):325–38. doi: 10.1042/CS20242397
**Supplement:** Online Supplementary Tables 1 to 3

|                        | Trbp-fl/fl-mcm-<br>Tamoxifen<br>n=14 | Trbp-fl/fl-mcm-<br>corn oil<br>n=10 | Trbp-fl/fl-<br>Tamoxifen<br>n=5 | Trbp-fl/fl-<br>corn oil<br>n=5 |
|------------------------|--------------------------------------|-------------------------------------|---------------------------------|--------------------------------|
| HR (bpm)               | 569 ± 17                             | 527 ± 21                            | 517 ± 22                        | 531 ± 22                       |
| BW (g)                 | 26.08 ± 0.63                         | 28.83 ± 0.87                        | 26.66 ± 1.03                    | 26.80 ± 1.46                   |
| <b>LV end diastole</b> |                                      |                                     |                                 |                                |
| IVS (mm)               | 0.71 ± 0.03                          | 0.78 ± 0.02                         | 0.80 ± 0.03                     | 0.73 ± 0.01                    |
| LVID (mm)              | 3.43 ± 0.06                          | 3.31 ± 0.08                         | 3.65 ± 0.14                     | 3.41 ± 0.12                    |
| LVPW (mm)              | 0.78 ± 0.02                          | 0.80 ± 0.03                         | 0.76 ± 0.02                     | 0.80 ± 0.02                    |
| LV volume (μl)         | 48.99 ± 1.95                         | 44.95 ± 2.66                        | 50.66 ± 3.77                    | 48.16 ± 3.85                   |
| <b>LV end systole</b>  |                                      |                                     |                                 |                                |
| IVS (mm)               | 1.21 ± 0.04                          | 1.27 ± 0.04                         | 1.28 ± 0.04                     | 1.22 ± 0.03                    |
| LVID (mm)              | 2.00 ± 0.05                          | 1.87 ± 0.06                         | 2.10 ± 0.13                     | 1.81 ± 0.09                    |
| LVPW (mm)              | 1.20 ± 0.02                          | 1.17 ± 0.01                         | 1.16 ± 0.02                     | 1.24 ± 0.02                    |
| LV volume (μl)         | 12.90 ± 0.76                         | 10.90 ± 2.91                        | 13.10 ± 1.97                    | 10.05 ± 1.28                   |
| LVEF %                 | 73.83 ± 1.38                         | 75.66 ± 1.37                        | 74.08 ± 2.98                    | 79.17 ± 1.71                   |
| LVFS %                 | 42.02 ± 1.15                         | 43.49 ± 1.32                        | 42.51 ± 2.54                    | 46.90 ± 1.76                   |
| LV MASS (mg)           | 65.36 ± 2.67                         | 67.73 ± 3.83                        | 69.74 ± 3.73                    | 68.68 ± 5.23                   |

**Supplementary Table 1: Evaluation of cardiac function in mice 3 weeks after TAM injection.** Parameters for cardiac function were determined by echocardiography at 3 weeks post tamoxifen or corn oil injection into Trbp-fl/fl-mcm (i.e., Trbp-cKO) or Trbp-fl/fl mice. N values are indicated for each group on the table. HR, heart rate; BW, body weight; IVS, interventricular septal; LVID, left ventricle internal dimension; LVPW, left ventricle posterior wall thickness. Values are expressed as mean ± SD.

|                        | Trbp-fl/fl-mcm-Tamoxifen<br>n=6 | Trbp-fl/fl-mcm-corn oil<br>n=4 |
|------------------------|---------------------------------|--------------------------------|
| HR (bpm)               | 579 ± 17                        | 536 ± 11                       |
| BW (g)                 | 32.30 ± 1.46                    | 31.85 ± 0.94                   |
| <b>LV end diastole</b> |                                 |                                |
| IVS (mm)               | 0.79 ± 0.01                     | 0.78 ± 0.01                    |
| LVID (mm)              | 3.67 ± 0.03*                    | 3.49 ± 0.05                    |
| LVPW (mm)              | 0.78 ± 0.01                     | 0.80 ± 0.01                    |
| LV volume (μl)         | 56.81 ± 1.44                    | 50.67 ± 1.67                   |
| <b>LV end systole</b>  |                                 |                                |
| IVS (mm)               | 1.24 ± 0.01                     | 1.23 ± 0.03                    |
| LVID (mm)              | 2.23 ± 0.05*                    | 2.01 ± 0.06                    |
| LVPW (mm)              | 1.23 ± 0.01                     | 1.20 ± 0.01                    |
| LV volume (μl)         | 17.84 ± 1.03                    | 12.84 ± 0.89                   |
| LVEF %                 | 68.68 ± 1.25*                   | 74.49 ± 2.02                   |
| LVFS %                 | 37.75 ± 0.98*                   | 42.55 ± 1.86                   |
| LV MASS (mg)           | 79.70 ± 1.96                    | 74.10 ± 1.56                   |

**Supplementary Table 2: Evaluation of cardiac function in mice 6 months after TAM injection.** Parameters for cardiac function were determined by echocardiography at 6 months post tamoxifen or corn oil injection into Trbp-fl/fl-mcm (i.e., Trbp-cKO) mice. N values are indicated for each group on the table. HR, heart rate; BW, body weight; IVS, interventricular septal; LVID, left ventricle internal dimension; LVPW, left ventricle posterior wall thickness. \*compared with controls,  $P < 0.05$ . Values are expressed as mean  $\pm$  SD. Statistical differences between groups were examined by unpaired Student's t-test.

**Mouse qRT-PCR Primers**

|          |                         |
|----------|-------------------------|
| Trbp-qF  | AGGAGGGAATGAGTGAAGAGG   |
| Trbp-qR  | GAAGGCTGATCGGGGTCT      |
| Sox6-qF  | TTACAACCACAGACAGATTGAGC |
| Sox6-qR  | TGGCTGTGGAGTTGATGG      |
| Myh7b-qF | GCACGGAGCTCAAGAAAGAC    |
| Myh7b-qR | GCCATCTCTTCTGTCAGGTTCT  |
| MyI3-qF  | AAGAAGGATGATGCCAAAGC    |
| MyI3-qR  | GCTCAGGCTCTGGTGCA       |
| MyI9-qF  | GATAAGGAGGACCTGCACGA    |
| MyI9-qR  | GCCCTCCAGATACTCGTCTG    |
| Tpm2-qF  | CGAGGTGGCTGAGAGTAAATG   |
| Tpm2-qR  | TCCAGGGATTTCAGTTGTTG    |
| Tnnc1-qF | CGACAGCAAAGGGAAGTCTG    |
| Tnnc1-qR | TGTAGCCATCAGCGTTTTTG    |
| ANP-qF   | TACAGTGCAGGTGTCCAACACAG |
| ANP-qR   | TGCTTCCTCAGTCTGCTCACTC  |
| BNP-qF   | TCCTAGCCAGTCTCCAGAGCAA  |
| BNP-qR   | GGTCCTTCAAGAGCTGTCTCTG  |
| Tgfb2-qF | CCCCACATCTCCTGCTAATG    |
| Tgfb2-qR | TCAATGTAAAGAGGGCGAAGG   |
| Ltp2-qF  | AACAGCACCAACCACTGTATC   |
| Ltp2-qR  | CCTGGCATTCTGAGGGTCAAA   |
| GAPDH-qF | GGCAAGTTCAATGGCACAGT    |
| GAPDH-qR | TGGTGAAGACGCCAGTAGACTC  |

**Rat qRT-PCR Primers**

|           |                           |
|-----------|---------------------------|
| Trbp-qF   | GAGCGTTTCATTGAGATTGG      |
| Trbp-qR   | CCCACGGTTCCTTAGTCC        |
| ANP-qF    | GCTCGAGCAGATCGCAAAAG      |
| ANP-qR    | GAGTGGGAGAGGTAAGGCCT      |
| BNP-qF    | GACGGGCTGAGGTTGTTTTA      |
| BNP-qR    | ACTGTGGCAAGTTTGTGCTG      |
| Tgfb2-qF  | CGGAGGTGATTTCCATCTACAACAG |
| Tgfb2-qR  | TGGGCAGACAGTTTCGGAGG      |
| Ltp2-qF   | CGGGGTCTTCTTCTGTCTC       |
| Ltp2-qR   | CACACTCTCCACTGTCTGGG      |
| Col1a1-qF | AAGGTGACAGAGGCATAAAGGG    |
| Col1a1-qR | AGGGAGACCGTTGAGTCCAT      |
| Postn-qF  | TATCACAGGAGGAGCGGTGT      |
| Postn-qR  | AAGACGCCAACCCTAACTGG      |
| GAPDH-qF  | GACATGCCGCCTGGAGAAAC      |
| GAPDH-qR  | CTGTGGTGCTTTGAGGTAGGTC    |

**Supplementary Table 3: PCR primers used for quantitative PCR (qPCR) analyses.**

The mouse and rat primer sets used for the qPCR assays are provided. The primer name is prefaced by the gene name. qF, qPCR forward primer; qR, qPCR reverse primer.

How the deposited data were processed for this re-analysis (not part of the article)

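Gene expression was measured in the ventricles of 16 male mice, 4 in each of 4 groups: control and Trbp-cKO mice, each after sham or TAC surgery. Control mice had been injected with corn oil and Trbp-cKO mice with tamoxifen. Loss of Trbp, tamoxifen and activated Cre therefore cannot be told apart in any comparison of these groups. Hearts were collected 8 weeks after surgery, at the age of 16 weeks, and the replicates were not pooled.

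The authors isolated RNA with TRIzol, selected polyadenylated RNA with oligo(dT) beads in repeated rounds and had it sequenced as paired reads of 150 bases. They trimmed the reads with Cutadapt, aligned them to GRCm38 with HISAT2, estimated transcript abundance with StringTie over the GENCODE annotation and derived a count for each gene with StringTie's own script for that purpose. The deposited values are these counts, whole numbers per gene and heart, without normalization for depth and with no filter applied. This script multiplies transcript coverage by transcript length and divides by an assumed read length, which is 75 bases by default, while the paper's text does not name the value used. The deposited counts may therefore lie above the number of sequenced fragments by a common factor, so all fits were repeated with the counts divided by 2. The paper's text also does not name the release of the annotation. Gene symbols and positions were taken from GENCODE release M21 on the same build, which placed 55480 of the 55573 genes, and 55394 genes had a symbol.

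The authors computed CPM with edgeR, and their methods name Fisher's exact test with Benjamini-Hochberg adjustment for the genes, with thresholds of 0.8 on the absolute log2 fold change and 0.05 on the adjusted p. Here the deposited counts were analyzed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed by edgeR's default filter on the groups, library sizes were adjusted by TMM, and all 16 hearts entered a single robust quasi-likelihood fit with a coefficient for each group and no covariate. The tests compared control TAC with control sham, Trbp-cKO sham with control sham, Trbp-cKO TAC with control TAC and Trbp-cKO TAC with Trbp-cKO sham hearts. The interaction tested whether the effect of the deletion differed between TAC and sham hearts. All adjusted p are Benjamini-Hochberg values over the 19955 genes tested, unless another family is named, and calls used the authors' thresholds. CPM were computed on TMM-adjusted library sizes. Single genes were also compared by an exact permutation test of their CPM over the 70 assignments of 8 hearts to 2 groups of 4, two-sided.

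Gene lists were tested with limma 3.58.1, by camera with a preset correlation of 0.01 between genes, by camera with an estimated correlation and by fry, two-sided, for the 24 lists with at least 5 tested genes. The lists of collagen assembly, collagen biosynthesis and modification, collagen formation and TGF-β and SMAD signaling came from the paper's heat maps, and the 5 fibrotic genes and the 17 genes named in the paper came from its text and figures. Lists written by hand from general knowledge held elastic fiber genes, lysyl oxidases, interferon-stimulated genes, ATF4 targets of the integrated stress response, p53 targets, fast-twitch and slow-twitch genes, fatty acid oxidation genes, genes around miR208a, Y-linked genes, Xist and markers of cardiomyocytes, fibroblasts, activated fibroblasts, endothelial cells, smooth muscle, macrophages, lymphocytes, erythroid cells, adipocytes and atrial tissue. A list of clock genes in each of 2 arms and a list of immediate early genes were written after the largest changes had been seen, and they were not part of the 24.

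Distances between hearts were leading log2 fold changes over the top 500 genes of each pair, and the share of squared distance between groups was computed with vegan 2.7_1. Extracellular matrix families among the calls were tested with Fisher's exact test, one-sided. The genes named in the text are those the paper names, the members of the lists where these are reported and, in each comparison, the 3 largest rises and the 3 largest falls among genes past both thresholds with a symbol, a mean log2 CPM of at least 1 and no overlap between the 2 groups. The rule for the interaction left out the condition on overlap.

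Total counts per heart lay between 45166994 and 68274222. At this depth the spread between hearts of a group, and not counting error, set the precision: the fibrotic genes had standard errors of 0.17 to 0.47 on the log2 scale. Every library held a single heart, so the values describe differences between mice.

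The alternatives chosen before the data were examined were scaling by library size only, a threshold of 1 on the absolute log2 fold change and no such threshold, a fit of only the 2 groups compared, edgeR's exact test on these groups, DESeq2 1.42.0 with its own size factors, a filter of at least 1 CPM in at least 4 hearts and no filter, rows with a gene symbol only, halved counts, the replicate number as a block, each heart left out in turn, both other gene list tests, and distances on all tested genes or on 500 common genes. Added after seeing the data were a fit without mitochondrial genes, a correction for transcript GC content and length, counts thinned to the smallest library, a fit with the clock score as a covariate and the gene lists without the genes the paper names.

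Each step was tested on simulated data drawn from the means, dispersions and library sizes of these hearts. Genes were drawn independently, each with a single dispersion for all groups, so the simulations hold no unequal spread and no genes that vary together. Of 200 genes changed by known fold changes among 19665 tested, the quasi-likelihood test called 96.5%, together with 7 unchanged genes, and the interaction contrast called 82%, with 12 unchanged genes. On the same data edgeR's exact test, which ran on 18783 genes, called 98% of the changed genes with 35 unchanged genes, and DESeq2, on 19665 genes, called 98% with 19. With no change simulated there were 0 calls. A list of 50 genes raised by 0.6 on the log2 scale was recovered by camera, by the estimated correlation and by fry, and an unchanged list was not called. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

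The enrichment of GO and Reactome terms of Figure 2C was not analysed here, since it needs the terms' gene lists, and families named by those terms were counted instead. The qRT-PCR, histology, echocardiography, small RNA and cell culture experiments of the paper were not analysed here. No heart was left out.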

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

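The tests of GC content and transcript length, of depth, of mitochondrial transcripts and of the hour of collection were chosen only after the results had been seen, as were the lists of clock genes and immediate early genes and the comparison of these lists, and of the atrial, paper-named, lysyl oxidase, elastic fiber, fibrotic and ATF4 lists, with other splits of the hearts, and the test of the atrial list without the gene the paper names. Results were set against the other ways of splitting the hearts of a comparison into groups of the same size, which number 35 for 4 hearts against 4. For the interaction, 60 ways of splitting the hearts within sham and within TAC were used, drawn with a fixed seed and including the real one.

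A single heart stood far from the others of its group for 2 genes. In Trbp-cKO TAC replicate 4, Col1a1 reached 533 CPM against 338 in the nearest heart of the group, a gap of 0.862 of the group's range. Col1a2 reached 681 CPM against 399.7 in the nearest heart, a gap of 0.903. Both gaps were above the critical value of Dixon's test for 4 hearts. Over 76 groups of 4 hearts in 19 measures, these were the 2 that passed, and 3.8 would pass by chance. The total count of this heart, 57490034, lay within the range of its group, and its mitochondrial share of 24.9% was the highest of the group. Without this heart the log2 fold change between Trbp-cKO TAC and control TAC hearts went from 1.00 to 0.78 for Col1a1 and from 0.92 to 0.67 for Col1a2, so that both fell below the threshold on the fold change while they stayed past the adjusted p. No biological explanation was tested for this heart.

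The deletion changed 174 genes differently after TAC than after sham surgery, as tested by the interaction of deletion and TAC, which the paper does not report. Of the 60 splits, 2 gave as many genes, the real one included. The count was 212 with the correction for GC content and transcript length, so that these trends do not account for it. It was 186 without mitochondrial transcripts and 188 with libraries thinned to a common depth, but these fits moved almost no result of any kind, so that the share of mitochondrial transcripts and the depth of the libraries stay open. Leaving out a heart gave 57 genes without control sham replicate 3 and 397 without control TAC replicate 4. With the clock score in the fit the count was 1, with 3298 genes at an unadjusted p under 0.05. The response to TAC in hearts that lack Trbp, the biological difference that the design names, stays open together with the hour of collection described for the clock genes, and these cannot be told apart where the clock differed between the sham groups. Tamoxifen and the Cre it activates stay open too, since all Trbp-cKO mice received tamoxifen and the control mice received corn oil.

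Tgfb2 was among these genes, with a difference of 1.10 between the effects of the deletion after TAC and after sham surgery (standard error 0.21, adjusted p = 0.026, edgeR's quasi-likelihood test). The difference passed in 9 of 11 alternatives, with adjusted p from 0.000153 to 0.284, and in 11 of the 16 fits that each left out a heart. Nppb, which encodes BNP, differed by 1.79 (standard error 0.36, adjusted p = 0.03), in 9 of 11 alternatives and in 10 of the 16 fits without a heart. Nppb did not change with the deletion after sham surgery beyond its spread (log2 fold change -0.40, adjusted p = 0.535) and rose by 1.39 after TAC (adjusted p = 0.00567). With the correction for GC content and transcript length, the 46 genes of TGF-β and SMAD signaling, which include Tgfb2, had a median interaction of 0.34. Reads shared with other genes do not account for Tgfb2 or Nppb, whose transcripts hold no sequence of another annotated gene on their strand, although Gm29491 overlaps Tgfb2 on the opposite strand.

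The list of TGF-β and SMAD genes differed between TAC and sham hearts by a median of 0.32 (adjusted p = 4.97e-09, camera, 39 of 46 genes above 0). No other split of the 60 gave as small a p, so that the count was 1, but the paper drew the list from its comparison of the TAC groups of these hearts, which favors the real split, and a chance split stays open. The median was 0.34 with the correction for GC content and transcript length, which argues against these trends as its cause, and the list passed with an estimated correlation (adjusted p = 0.00411) and under fry. It was 0.33 without mitochondrial transcripts and 0.32 at a common depth, fits that decide nothing here for the reason given above. It remains a hypothesis that loss of Trbp raises this list only under pressure overload, since the list was tested on the hearts from which the study drew it, and the alternatives gave medians from 0.30 to 0.36, with 0.31 when the clock score was in the fit (adjusted p = 0.00235, over all alternatives 2.22e-13 to 0.00411).

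The 7 atrial genes, Nppa among them, had a median interaction of 1.02 (adjusted p = 0.000736, camera, 0.035 with an estimated correlation and 0.00052 under fry), with 2 of the 60 splits as large, and the 17 genes named in the paper had a median of 0.48 (adjusted p = 0.000153, 0.038 and 0.0039), also with 2 of the 60. The latter count decides nothing, since these genes were chosen by the paper, and a chance split stays open for them. Without Nppa, the gene of the atrial list that the paper names, the other 6 had a median of 0.97 (adjusted p = 0.00649, camera, 0.0844 with an estimated correlation and 0.00398 under fry), with 2 of the 60 splits as large, which argues against a chance split for them. With the clock score in the fit the medians were 0.66 (adjusted p = 0.105) and 0.11 (adjusted p = 0.315). Atrial tissue in the samples and a response of the ventricle were not tested.

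Other lists also had an interaction past the adjusted p with a preset correlation, but the splits gave results as large more often. The 20 markers of activated fibroblasts had a median of 1.01 (adjusted p = 2.04e-12, camera), with 6 of the 60 splits as large. For collagen assembly the median was 0.40 (20 of 60 splits), for collagen biosynthesis 0.27 (27 of 60) and for collagen formation 0.31 (18 of 60). Cardiomyocyte markers had a median of 0.53 (27 of 60), endothelial markers of -0.50 (29 of 60), resident fibroblast markers of -0.44 (10 of 60) and interferon-stimulated genes of -0.97, with 1 of 42 genes above 0 (3 of 60). The 5 lysyl oxidases had a median of 0.88 (adjusted p = 0.000736, 17 of 60), the 23 elastic fiber genes of 0.32 (adjusted p = 0.0215, 42 of 60), the 5 fibrotic genes of 0.48 (adjusted p = 0.0246, 21 of 60) and the 20 ATF4 targets of 0.27 (adjusted p = 0.0297, 16 of 60). For all lists of this paragraph chance splits of the hearts stay open. With an estimated correlation, none of them passed, and under fry the activated fibroblast list alone did (adjusted p = 0.023).

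Clock genes, which the paper does not discuss, differed between the sham groups. The 10 genes that peak opposite to Arntl, named here after Dbp, had a median log2 fold change of 1.00 in Trbp-cKO sham against control sham hearts, with 10 of 10 higher, and the 4 genes that peak with Arntl had a median of -1.51, with 0 of 4 higher. The difference between the arms was 2.64 (standard error 0.20), and 1 of the 35 splits, the real one, gave a difference as large, which does not settle a chance split because the lists were written after Dbp had been seen. With the correction for GC content and transcript length the median of the Dbp arm was 1.00, which argues against these trends as its cause. Within the groups, the arms also moved against each other over the 16 hearts (Pearson r = -0.868, permutation p = 0.0002, Spearman rho = -0.879, permutation p = 0.0002, and r = -0.79 without the 2 hearts farthest from the median). Control TAC hearts differed from control sham hearts in the same direction, by 1.56 between the arms (standard error 0.29, 1 of the 35 splits as large), so the difference was not limited to hearts without Trbp. In TAC hearts the deletion shifted neither arm beyond its spread (Dbp arm -0.10, standard error 0.28, 31 of the 35 splits as large, and Arntl arm 0.28, standard error 0.39, 18 of the 35). This goes against an effect of the deletion on the clock that is the same after either surgery, unless hours that differed between the TAC groups hid it, while an effect limited to sham hearts stays open. Hearts collected at different hours would show the pattern, and so would an effect of the deletion on the clock in sham hearts together with variation between mice. For the sham groups the hour of collection and the deletion cannot be told apart, because the hours are not given and the sham groups differ in every heart. With the clock score in the fit, 0 genes were called in Trbp-cKO sham against control sham hearts, with 2381 genes at an unadjusted p under 0.05. Tarbp2 itself also lost the threshold in that fit, at a log2 fold change of -1.69, so that the loss of calls does not separate the explanations either.

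Immediate early genes, which the paper does not discuss, were lower in Trbp-cKO sham than in control sham hearts, with a median log2 fold change of -0.61 and 1 of 20 genes higher. Their mean log2 CPM differed by -0.61 (standard error 0.32), and 1 of the 35 splits, the real one, gave a difference as large. The difference leaned on control sham replicate 2, whose score was 1.14 against -0.15 to -0.02 in the other control sham hearts and -0.49 to -0.24 in Trbp-cKO sham hearts. Without that heart the difference was -0.30, and 2 of 35 splits were as large, so that a chance split stays open for what remains. It stays open for the whole list too, since it was written after Egr2, Thbs1 and Hspa1a had been seen among the largest changes. How the hearts were handled between death and freezing and a biological effect of the deletion were not tested.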

How the results depend on the processing

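The fits without mitochondrial genes, with a correction for GC content and transcript length, with thinned libraries and with the clock score, and the lists without the genes the paper names, were chosen after seeing the data. The 28 results that answer a comparison gave 808 values under the alternatives and in the fits without a heart. Of these, 708 had the same direction and side of the threshold, or lay within 1.5 times the count or 1 SD of the value. Another 84 moved further, 13 no longer passed the threshold, 3 newly passed it and none reversed. Of the 4608 values of the 159 other results, 4045 stayed the same by these rules, 257 no longer passed, 38 newly passed, 235 moved and 33 reversed. Among the 28 results, each setting named next changed none of those it bears on: halved counts, the filter of at least 1 CPM in at least 4 hearts, named genes only, the fit without mitochondrial genes, the correction for GC content and length, thinned libraries, the lists without the genes the paper names, fry, other sets of genes for the distances and scaling by library size.

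With edgeR's exact test, Trbp-cKO sham against control sham hearts gave 601 genes. The count of fibrotic genes past the adjusted p was 4 there and 3 in Trbp-cKO TAC against control TAC hearts. Lysyl oxidases raised by TAC in control hearts numbered 2 and passed the threshold. The effects of the deletion in sham and TAC hearts shared 60 genes in the same direction. With DESeq2, TAC in control hearts gave 1148 genes, the deletion 380 in sham and 764 in TAC hearts and the interaction 552. The lower calls then summed to 1553, and the effects of the deletion shared 70 genes. On simulated data, edgeR's exact test called 35 unchanged genes among 18783 tested, and DESeq2 19 among 19665, against 7 among 19665 for the quasi-likelihood test, with 98%, 98% and 96.5% of the changed genes, so some of the added calls are expected to be false.

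When only the 2 groups compared were fitted, the counts were 304 for TAC in control hearts, 429 for the deletion in sham hearts and 84 for the deletion in TAC hearts. The fibrotic genes past the adjusted p numbered 4 in sham hearts and 0 in TAC hearts, where all 5 had an unadjusted p under 0.05. Among the higher calls of the deletion in TAC hearts were 0 collagen chains, with 16 of 39 at an unadjusted p under 0.05, and 1 elastic fiber gene, and neither family passed. The responses to TAC shared 169 genes and the effects of the deletion 21. These fits use 8 hearts in place of 16, and on simulated data they called 95% of the changed genes against 96.5%. The simulation drew all groups with the same dispersion, so it cannot show what unequal spread does to these counts. The real groups spread unequally. The chi-square per gene between 2 hearts ran from 23.19 to 35.15 in control sham and from 27.02 to 559.1 in control TAC hearts. It ran from 15.7 to 106.6 in Trbp-cKO sham and from 33.6 to 284.4 in Trbp-cKO TAC hearts. Whether this caused the shifts was not tested.

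With the replicate number as a block, the counts were 383, 107 and 274 in these comparisons and 54 for the interaction, the sums were 1019 higher and 604 lower calls, and 1 fibrotic gene passed in Trbp-cKO TAC against control TAC hearts. There 1 lysyl oxidase and 1 elastic fiber gene were called higher, and neither family passed. The responses to TAC shared 183 genes and the effects of the deletion 25, and resident fibroblast markers after TAC turned to a median of 0.00. The replicate numbers carry no sign of pairing: over 24 pairs of hearts with the same number the mean correlation of their deviations was -0.0419 (from -0.427 to 0.21, 3 pairs over 0.1), against 0.0141 over 72 pairs with different numbers. The cause of these shifts was not tested.

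Without a filter on low counts the interaction gave 103 genes, and the resident fibroblast median after TAC was 0.01. Without a threshold on the fold change the counts rose to 1256, 336 and 1103 in these comparisons and 1983 for TAC in Trbp-cKO hearts, the sums to 2995 and 1683, and the shared genes to 460 and 78, as a looser threshold must. With a threshold of 1 the deletion in TAC hearts gave 327 genes. With the correlation between genes estimated from the data, the medians of collagen assembly, biosynthesis and formation after TAC were still 0.48, 0.35 and 0.38, and their adjusted p, given with the lists, no longer passed, because this test weighs how the genes of a list vary together. Without the genes the paper names, the slow-twitch and smooth muscle lists in TAC hearts turned to medians of 0.13 and -0.07, and the fast-twitch, slow-twitch and smooth muscle lists in sham hearts no longer passed, because the named genes carried these results.

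Scaling by library size alone shifted the median of all genes in Trbp-cKO TAC against control TAC hearts by 0.14, from -0.01 to 0.13. There 579 genes were called higher and 126 lower in place of 309 and 182. The resident fibroblast median became 0.14, which is no change relative to that shift. In sham hearts, where the shift was 0.10, the medians of ATF4 targets, p53 targets and the TGF-β and SMAD list became 0.03, 0.01 and 0.05. The correction for GC content and length turned Sox6 in Trbp-cKO TAC against Trbp-cKO sham hearts to -0.04.

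The clock score as a covariate left 0 genes called in Trbp-cKO sham against control sham hearts (2381 at an unadjusted p under 0.05), 518 for TAC in Trbp-cKO hearts and 1 for the interaction. The lower calls summed to 572, the responses to TAC shared 116 genes and the effects of the deletion 0. Tarbp2 in sham hearts was at -1.69 and no longer passed. Interactions turned to -0.17 for Col1a1, -0.10 for Col1a2, -0.17 for Col3a1, -0.40 for Postn and -0.22 for Ltbp2, and to medians of -0.10, -0.10 and -0.06 for collagen assembly, biosynthesis and formation, of -0.28 for elastic fibers, of -0.17 for the fibrotic list and of -0.02 for ATF4 targets. In sham hearts the medians of ATF4 and p53 targets turned to 0.29 and 0.26. The score differs between the sham groups in every heart, so that the covariate competes with the deletion for the same difference.

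Each of the 16 hearts was left out in turn. The genes called ran from 277 (without control TAC replicate 1) to 1583 (without control TAC replicate 4) for TAC in control hearts, from 74 (without Trbp-cKO sham replicate 2) to 268 for the deletion in sham hearts, from 287 (without control TAC replicate 1) to 743 (without control TAC replicate 4) for the deletion in TAC hearts, from 836 to 1223 for TAC in Trbp-cKO hearts and from 57 (without control sham replicate 3) to 397 (without control TAC replicate 4) for the interaction. The sums ran from 1130 to 2198 higher and from 676 to 1461 lower calls. Fibrotic genes past the adjusted p numbered from 3 (without control sham replicate 3) to 5 for TAC in control hearts, from 3 (without Trbp-cKO TAC replicate 1) to 5 for the deletion in TAC hearts, 5 in every fit for TAC in Trbp-cKO hearts and 0 in every fit for the deletion in sham hearts and for the interaction. Tarbp2 ran from -1.86 to -1.70 in sham and from -1.75 to -1.56 in TAC hearts.

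Without a heart, TAC in control hearts raised 10 to 15 collagen chains, 0 to 2 lysyl oxidases (2 without control TAC replicate 3, past the threshold in 2 of 16 fits) and 3 to 7 elastic fiber genes (7 without control TAC replicate 3). The deletion in TAC hearts raised 4 (without Trbp-cKO TAC replicate 4) to 11 collagen chains, 1 (without control TAC replicate 1) to 4 lysyl oxidases, past the threshold in 13 of 16 fits, and 2 (without control TAC replicate 1) to 8 (without Trbp-cKO TAC replicate 2) elastic fiber genes, past it in 14. The responses to TAC shared 158 (without control TAC replicate 1) to 430 genes and the effects of the deletion 19 (without Trbp-cKO sham replicate 2) to 47. Medians after TAC ran from 0.39 to 0.54 for collagen assembly, from 0.27 to 0.47 for biosynthesis, from 0.31 to 0.49 for formation and from 0.17 to 0.26 for the TGF-β and SMAD list. The share of squared distance between groups ran from 35.4% to 37.8%, and 14 to 15 of the 15 hearts left lay nearest to their own group.

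Reversals without a heart fell on medians and values near 0. ATF4 targets in sham hearts ran from -0.18 to 0.07 (0.05 without control sham replicate 4, 0.07 without Trbp-cKO sham replicate 2). Resident fibroblast markers in TAC hearts ran from -0.09 to 0.10 (0.09 without control TAC replicate 1, 0.04 and 0.10 without Trbp-cKO TAC replicates 1 and 2). Macrophage markers in sham hearts ran from -0.03 (without Trbp-cKO sham replicate 1) to 0.19 and endothelial markers from -0.10 (without Trbp-cKO sham replicate 3) to 0.19. Sox6 in Trbp-cKO TAC against Trbp-cKO sham hearts ran from -0.13 to 0.26, with -0.13 without Trbp-cKO sham replicate 3 and -0.12, -0.08 and -0.01 without Trbp-cKO TAC replicates 1, 2 and 3. The 5 values of main results that no longer passed without a heart and the 2 that newly passed are those of the lysyl oxidases and elastic fibers above.

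Thinning every library to the smallest moved none of the 28 results beyond its rule. Single hearts moved results more: the counts of calls moved by over 1.5 times without a heart in 8 fits for TAC in control hearts, 7 for the deletion in sham hearts, 3 for the deletion in TAC hearts and 10 for the interaction. Except where a reason is given, the cause was not tested.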

Differences from the paper's values

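The paper's mean CPM of the 5 fibrotic genes in the 4 groups, from its supplementary data, were compared with the means computed here. Of the 20 means, 0 differed by more than their spread, and the ratio of the value here to the paper's ran from 0.984 to 1. The paper's sums of genes over its comparisons are 1652 up and 1092 down, against 1554 and 990 here, which is not a difference by the rules set for these comparisons. The bars of Supplementary Figure 2B show counts of about 590 higher and about 350 lower for TAC in control hearts, about 150 and about 110 for the deletion in sham hearts, about 320 and about 200 for the deletion in TAC hearts and about 600 and about 440 for TAC in Trbp-cKO hearts, read by eye. The counts here were 498 and 250, 102 and 91, 309 and 182, and 645 and 467. Of these 10 values, 0 differed by more than 1.5 times. Of the alternatives set before the data were examined, halved counts and named genes only also left 0 of the 10 different. The others had 1 (filter at 1 CPM), 2 (DESeq2), 2 (edgeR's exact test), 3 (library size only), 5 (no filter), 6 (threshold of 1), 6 (no threshold on the fold change), 6 (only the 2 groups compared) and 8 (replicate block) that differed.

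The paper states that the 5 fibrotic genes rise significantly in sham hearts that lack Trbp. Its figure legend names an unpaired t-test of CPM and no adjustment over genes. All 5 rose here, and 0 of the 5 passed the adjusted p over all genes, with 4 at an unadjusted p under 0.05. Under edgeR's exact test and in a fit on only the 2 groups compared, 4 of the 5 passed, all except Col5a2, as they did when the p-values were adjusted over the list alone. In the exact permutation test of CPM, without adjustment over genes, p was 0.0286 for each of the 5, Col5a2 included.

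The paper describes a significantly larger increase of these genes after TAC in hearts that lack Trbp than in control hearts. The levels after TAC were higher in Trbp-cKO hearts for 5 of the 5 genes, while the interaction, which compares the increases, passed for 0 of the 5, with 1 at an unadjusted p under 0.05. No alternative gave a count of the interaction other than 0.

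The paper reports from qRT-PCR that loss of Trbp raises Tgfb2 and Ltbp2 in sham hearts. In the RNA-seq counts the log2 fold changes were 0.29 for Tgfb2 (adjusted p = 0.429, over all alternatives 0.103 to 0.608) and 1.12 for Ltbp2 (adjusted p = 0.149, over all alternatives 5.65e-05 to 0.382). Ltbp2 passed under edgeR's exact test, under DESeq2 and in a fit on only the 2 groups compared, and Tgfb2 passed in none of the 13 alternatives. The exact permutation test of CPM gave p = 0.0286 for both.

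According to the paper, Sox6 is higher in hearts that lack Trbp before TAC. Here it was 0.96 higher in sham hearts on the log2 scale (adjusted p = 0.168, over all alternatives 1.15e-05 to 0.9), and it passed under edgeR's exact test and in a fit on only the 2 groups compared. The exact permutation test of its CPM gave p = 0.0286.

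The paper describes its groups as well separated by multidimensional scaling. In 5 of the 6 pairs of groups the real split held the largest share of squared distance, and for control TAC and Trbp-cKO TAC hearts 1 other split was as large. Control TAC replicates 3 and 4 lay nearer to every control sham heart than to control TAC replicates 1 and 2. No alternative was run on the pairs.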

Other observations

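The tests of GC content and transcript length, of depth and of mitochondrial transcripts, and the tests of a larger share of fibroblasts in sham hearts and in TAC hearts as separate parts, were chosen only after the results had been seen, as was the comparison of the atrial, elastic fiber, lysyl oxidase, fibrotic, paper-named and miR208a lists with other splits of the hearts and the tests of lists without the genes the paper names. Of 64 results compared with other splits, 30 had a share under 0.05 and 34 had not. Of the 30, 22 rest in whole or in part on genes that the paper names or drew from its analysis of these hearts, or on lists written after the largest changes had been seen. Such genes favor the real split in advance, so for these 22 a small share decides nothing and a chance split stays open.

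TAC in control hearts, the deletion in sham hearts and TAC in Trbp-cKO hearts each gave as many called genes in 1 of the 35 splits, the real one. The deletion in TAC hearts, with 491 genes, gave as many in 4 of the 35. The other splits, with 1035, 1050 and 1238 genes, each placed control TAC replicates 1 and 2 on one side and control TAC replicate 4 on the other. The mitochondrial share was 38.2% and 38.8% in control TAC replicates 1 and 2, against 25.2% and 21.7% in replicates 3 and 4, and no batch is given for these hearts. With the correction for GC content and transcript length, the deletion gave 477 genes in TAC hearts and 169 against 193 in sham hearts, which argues against these trends as the whole cause. The counts were 479 and 192 without mitochondrial transcripts and 480 and 189 with libraries thinned to a common depth. These fits moved almost no result, so the share of mitochondrial transcripts and the depth of the libraries stay open, as does a chance split for the number of genes in TAC hearts.

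The count of fibrotic genes past the adjusted p was reached in 1 of the 35 splits for TAC in control hearts, for the deletion in TAC hearts and for TAC in Trbp-cKO hearts. Collagen chains among the higher calls reached their number in 1 of the 35 splits for TAC in control hearts and for the deletion in TAC hearts, lysyl oxidases in 1 of the 35 for the deletion in TAC hearts, and elastic fiber genes in 3 of the 35. The p-value of the TGF-β and SMAD list for the deletion in TAC hearts was reached in 1 of the 35 splits. For collagen assembly and collagen formation 5 of the 35 splits gave as small a p, and for collagen biosynthesis 6 of the 35, so a chance split stays open for these lists. It stays open for the TGF-β list and the fibrotic genes too, because the paper drew them from its analysis of the same hearts. The families were not drawn by the paper, and for the elastic fiber genes a chance split stays open by their count. The collagen chains include fibrotic genes of the paper, and the called lysyl oxidases stand in its list of collagen assembly. The counts of these families are thus not independent of that analysis, and a chance split stays open for them too.

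Fast-twitch genes, of which 11 of 15 were expressed and tested, rose with the deletion by a median of 0.50 in sham hearts (adjusted p = 6.73e-05, camera, 8 of 11 above 0) and 1.12 in TAC hearts (adjusted p = 5.7e-07, 9 of 11 above 0). Slow-twitch genes, 11 of 11 tested, fell in sham hearts (median -0.36, adjusted p = 1.82e-10, 2 of 11 above 0) and in TAC hearts (median -0.21, adjusted p = 0.000228, 4 of 11 above 0). Each was reached in 1 of the 35 splits, but these lists hold the genes that the paper names. Without them, the 8 fast-twitch genes left had medians of 0.32 in sham (adjusted p = 0.343, camera, 10 of the 35 splits) and 1.05 in TAC hearts (adjusted p = 0.0408, 5 of the 35), and the 8 slow-twitch genes left of -0.16 (adjusted p = 0.154, 1 of the 35) and 0.13 (adjusted p = 0.755, 28 of the 35). The results of the slow-twitch lists, and of the fast-twitch list in sham hearts, thus rest mostly on the named genes. In TAC hearts the fast-twitch list kept most of its median without them. It still passed camera and fry (adjusted p = 0.00276), though not with an estimated correlation (adjusted p = 0.111). A chance split stays open for the other members, apart from the slow-twitch genes in sham hearts, which did not pass the adjusted p. Among the genes the paper measured by qRT-PCR, Myl9 rose by 1.61 in sham hearts (adjusted p = 0.0075) and 2.71 in TAC hearts (adjusted p = 6.6e-05), against the paper's log2 ratios of 1.70 and 3.20, and Tpm2 by 0.96 (adjusted p = 0.0231) and 1.40 (adjusted p = 0.00082), against the paper's 1.87 and 3.70. Myl3 changed by -1.47 (adjusted p = 0.03) and -1.95 (adjusted p = 0.0025), against the paper's -1.38 and -2.40, Tnnc1 by -1.74 (adjusted p = 8.75e-05) and -1.16 (adjusted p = 0.000566), against the paper's -1.60 and -1.47, and Myh7b by -2.39 (adjusted p = 0.000869) and -3.50 (adjusted p = 1.51e-05), against the paper's -1.55 and -3.08. For each of these 5 genes no Trbp-cKO heart overlapped a control heart in either setting. Without a heart, Tpm2 in sham hearts passed in 9 of 16 fits and Myl3 in 8. Tnni2, of the same list as Myl9, rose by 1.53 (adjusted p = 0.00899) and 1.08 (adjusted p = 0.0392).

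Myl9 and Tpm2 also stand in the list of smooth muscle markers, 20 of 20 tested, whose median was 0.12 in sham hearts (adjusted p = 0.0128, camera, 12 of 20 above 0) and 0.18 in TAC hearts (adjusted p = 0.00114, 10 of 20 above 0), each reached in 1 of the 35 splits. Without this pair the medians were 0.06 (adjusted p = 0.283, camera, 5 of the 35) and -0.07 (adjusted p = 0.18, camera, 6 of the 35), and the list did not pass camera. Under fry the list without the pair passed in TAC hearts (adjusted p = 0.0169) and not in sham hearts (adjusted p = 0.16). More smooth muscle in the tissue would raise all of its markers alike. Instead the mean log2 CPM of Myl9 and Tpm2 rose by 1.16 more than that of the 18 other markers in sham hearts (standard error 0.14) and by 1.80 more in TAC hearts (standard error 0.23), each in 1 of the 35 splits. Single markers did rise with the pair: among the 18, Acta2 was called higher in sham hearts (219.8 to 499 CPM) and in TAC hearts (91.2 to 466 CPM), and Des, Cnn1 and Synpo2 were called higher in TAC hearts. The 18 as a set, with these genes included, rose by 0.13 in sham (standard error 0.03) and 0.26 in TAC hearts (standard error 0.06), with medians of 0.06 and -0.07, and Myh11 changed by 0.03 and -0.15 (adjusted p = 0.967 and 0.638). A larger share of smooth muscle is thus excluded as the whole source of the rise of this pair, and a change of the genes within cardiomyocytes, as the paper proposes, stays open.

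Resident fibroblast markers, 20 of 20 expressed in these hearts, rose in sham hearts by a median of 0.48 (adjusted p = 1.82e-10, camera, 18 of 20 above 0), as much as the 5 fibrotic genes, whose median was 0.47 (adjusted p = 0.00758, 5 of 5 above 0). The list shares Pcolce and Fbln1 with the collagen and elastic fiber lists, and 2 of the 35 splits gave as small a p, as they did for the fibrotic genes. The mean log2 CPM of the markers rose by 0.48 (standard error 0.09), and 1 of the 35 splits, the real one, gave a rise as large (exact permutation test, p = 0.0286). The fibrotic genes rose by 0.02 more than the markers in mean log2 CPM (standard error 0.07, 28 of the 35 splits as large). Of the abundant markers, Dcn changed by 0.44, Gsn by 0.24 and Mmp2 by 0.59. A larger share of fibroblasts in Trbp-cKO sham hearts is therefore a candidate explanation for the fibrotic genes there, and expression within fibroblasts stays open. A chance split stays open for the p of these lists, though not for the rise of the markers in mean log2 CPM.

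In TAC hearts the resident fibroblast median was -0.00 (adjusted p = 0.466, camera, 10 of 20 above 0), or 0.14 with scaling by library size, where all genes shifted alike. The fibrotic genes, with a median of 1.00 (adjusted p = 2.52e-07, camera, a p reached in 3 of the 35 splits, so that a chance split stays open for it), rose by 0.94 more than these markers (standard error 0.19, 1 of the 35 splits). The resident markers changed by 0.09 in mean log2 CPM (standard error 0.15). This argues against more fibroblasts with unchanged markers as the whole source of the rise after TAC. A larger share of fibroblasts that had lost resident markers would leave the same median, so it stays open. Among the markers, Mmp2 was called higher and Scara5 lower. The split count adds nothing, since the paper chose the 5 genes on these hearts. Markers of activated fibroblasts, 20 of 20 tested and including Postn and Acta2, had medians of 0.21 in sham (adjusted p = 0.15, camera) and 1.48 in TAC hearts (adjusted p = 9.3e-22, 19 of 20 above 0, 1 of the 35 splits, and without Postn a median of 1.60, also 1 of the 35), and the difference from resident markers in TAC hearts was 1.44 (standard error 0.28). Activation of fibroblasts may thus account for the change after TAC, and its order in time relative to the deletion was not tested.

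Interferon-stimulated genes, 42 of 42 tested, rose in Trbp-cKO sham hearts by a median of 0.59 (adjusted p = 1.93e-11, camera, 39 of 42 above 0), but 9 of the 35 splits gave as small a p, as did 19 of the 35 for TAC in control hearts (median 0.46, adjusted p = 0.000326, 34 above 0) and 19 of the 35 for the deletion in TAC hearts (median -0.29, adjusted p = 0.00233, 7 above 0). The scores of the list were 0.80, -0.05, 0.54 and 0.15 in the Trbp-cKO sham hearts and 0.17, -0.62, -0.47 and -0.21 in the control sham hearts. Without Trbp-cKO sham replicate 1, the highest, the median was 0.42 and still passed. For Iigp1 alone that heart stood at 627 CPM against 46.7 to 70.3 in the others. The interferon genes rose by 0.51 more than macrophage markers (standard error 0.18, 3 of the 35 splits, exact permutation p = 0.0857) and by 0.16 more than lymphocyte markers (standard error 0.26, 20 of the 35). Macrophage markers, 20 of 20 tested and sharing Ctss with the collagen lists, had a median of 0.13 (adjusted p = 0.196) and lymphocyte markers, 15 of 16 tested, of 0.54 (adjusted p = 0.0987). More immune cells and a response of the tissue itself cannot be told apart for these genes, because the markers vary as much between hearts of a group.

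Activation of MerCreMer by tamoxifen was tested as a source of DNA damage, since control mice received corn oil. The 18 targets of p53 differed by -0.09 in mean log2 CPM between Trbp-cKO sham and control sham hearts (standard error 0.06), with a median of -0.09 (adjusted p = 0.319, camera, 8 of 18 above 0) that turned to 0.01 with scaling by library size. None was called higher, 1 (Cdkn1a) was called lower, and 2 rose at an unadjusted p under 0.05. The 20 ATF4 targets, which would rise if loss of Trbp released protein kinase R and the integrated stress response, differed by -0.13 (standard error 0.12), with a median of -0.07 (adjusted p = 0.111, 9 of 20 above 0) that turned to 0.03 with that scaling. None was called higher, 1 (Cebpb) was called lower, and 2 rose at an unadjusted p under 0.05. The members of each list went both ways around a median near 0, and with the clock score in the fit the medians were 0.26 and 0.29 (adjusted p = 0.623 and 0.33), so the lists decide nothing and responses of either kind stay open. In TAC hearts the medians were 0.05 for p53 targets (adjusted p = 0.421) and 0.18 for ATF4 targets (adjusted p = 0.332).

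Endothelial markers, 20 of 20 tested, had a median of 0.06 in sham (adjusted p = 0.79, camera) and -0.45 in TAC hearts (adjusted p = 0.000236, 2 of 20 above 0), reached in 16 of the 35 splits. Cardiomyocyte markers, 20 of 20 tested, had medians of -0.20 (adjusted p = 0.284) and 0.32 (adjusted p = 0.0105, 16 of 20 above 0), reached in 22 of the 35 splits, and from 0.08 (without control TAC replicate 2) to 0.58 when a heart was left out. Chance splits stay open for both. Fatty acid oxidation genes, 24 of 24 tested, fell with TAC in control hearts (median -0.97, adjusted p = 9.4e-14, 0 of 24 above 0, 2 of the 35 splits) and in Trbp-cKO hearts (median -0.74, adjusted p = 1.62e-08, 2 of 24 above 0, 5 of the 35 splits). By these counts chance splits stay open for both falls. The scores of the list were -1.21 and -1.61 in control TAC replicates 1 and 2, against 0.17 and 0.12 in replicates 3 and 4. Control sham hearts scored from 0.46 to 0.70. With the deletion the medians of these genes were -0.12 in sham (adjusted p = 0.28) and 0.10 in TAC hearts (adjusted p = 0.421).

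For the deletion in sham and in TAC hearts, the medians of the remaining lists were 0.25 (adjusted p = 0.28, camera) and 1.31 (adjusted p = 5.7e-07) for 7 atrial genes, 0.17 (adjusted p = 0.128) and 0.76 (adjusted p = 1.33e-05) for 23 elastic fiber genes, 0.07 (adjusted p = 0.333) and 1.36 (adjusted p = 5.7e-07) for 5 lysyl oxidases, 0.01 (adjusted p = 0.989) and 0.16 (adjusted p = 0.598) for 7 erythroid genes, -0.18 (adjusted p = 0.0241) and -0.07 (adjusted p = 0.134) for 6 genes around miR208a and 0.47 (adjusted p = 0.989) and 1.19 (adjusted p = 7.86e-06) for 17 genes named in the paper. The p of the deletion in TAC hearts was reached in 1 of the 35 splits for the atrial list and for the paper-named list, in 4 of the 35 for the lysyl oxidase list and in 9 of the 35 for the elastic fiber list, and that of the miR208a list in sham hearts in 1 of the 35. A chance split stays open for the lysyl oxidase and elastic fiber lists by these counts, and for the paper-named and miR208a lists because of how their genes were chosen, the miR208a list holding Myh7b and Sox6. Without Nppa, the 6 atrial genes left had a median of 1.13 in TAC hearts (adjusted p = 0.000248, camera), again in 1 of the 35, which argues against a chance split for them. After TAC, macrophage markers had a median of 0.00 (adjusted p = 0.421) and lymphocyte markers of -0.07 (adjusted p = 0.839). Of 10 adipocyte markers 3 were expressed, too few for the list test, and Cidea among them was called higher in Trbp-cKO TAC than in control TAC hearts. With an estimated correlation, the fast-twitch and slow-twitch lists passed in sham hearts, and the fast-twitch, atrial, activated fibroblast, lysyl oxidase, smooth muscle, paper-named and TGF-β lists passed in TAC hearts. Under fry, the fast-twitch, slow-twitch, fibroblast and smooth muscle lists passed in sham hearts, and in TAC hearts all lists that camera called passed except those of cardiomyocyte, endothelial and interferon-stimulated genes.

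The paper measured ANP and BNP by qRT-PCR. Nppa, the gene of ANP, changed with the deletion by 0.79 in sham hearts (adjusted p = 0.163) and 2.09 in TAC hearts (adjusted p = 0.000512), against the paper's log2 ratios of 0.69 and 2.13, and the interaction was 1.30 (adjusted p = 0.112). It shares 43.9% of its sequence with the antisense gene Gm13054. For Nppb, the gene of BNP, the paper's ratios were -0.19 and 2.24. For Tgfb2 they were 0.57 and 1.13, and for Ltbp2 1.54 and 1.69.

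The genes named by the rule on the largest changes had no overlap between the groups, apart from the interaction, where overlap was not asked. TAC in control hearts raised Comp by 4.25, Fmod by 4.00 and Gm13054 by 3.87 and changed Stbd1 by -2.89, Thbs1 by -2.64 and Mmp3 by -2.56 (adjusted p from 4.21e-05 to 0.033). The deletion in sham hearts raised Dbp by 2.46, Inmt by 2.41 and Epor by 2.06 and changed Thbs1 by -3.94, Hspa1b by -3.85 and Hspa1a by -3.70 (adjusted p from 0.000698 to 0.0422). Dbp shares 25.4% of its sequence with Sphk2, and Hspa1a and Hspa1b share 56.5% and 49.9% of theirs with each other, Hspa1l, Gm10501 and Gm20481. The deletion in TAC hearts raised Stbd1 by 3.62, Cilp2 by 3.20 and Col22a1 by 3.12 and changed Gm24270 by -3.57, Myh7b by -3.50 and Hopx by -2.42 (adjusted p from 1.95e-06 to 0.0418). Without control TAC replicate 3, Gm24270 was at -0.42 and not called. TAC in Trbp-cKO hearts raised Fmod by 6.12, Col22a1 by 5.63 and Comp by 5.37 and changed BC023105 by -6.49, Igtp by -3.52 and Iigp1 by -3.38 (adjusted p from 2.32e-05 to 0.0184). Without Trbp-cKO sham replicate 1 the falls were -3.03, -1.25 and -1.54. Igtp shares 5.67% of its sequence with Irgm2. The largest interactions were 5.30 for Thbs1, 4.81 for Col22a1 and 3.81 for Egr2, and -2.76 for Akap5, -2.65 for Gm46565 and -2.60 for Dbp (adjusted p from 0.00273 to 0.0356). Of these, Mmp3 passed in 13, Inmt in 12, Hspa1b in 9, Hspa1a in 6 and Egr2 in 6 of the 16 fits without a heart. No explanation was tested for single genes.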
